# Phosphorus deficiency alleviates iron limitation in *Synechocystis* cyanobacteria through direct PhoB-mediated gene regulation

**DOI:** 10.1038/s41467-024-48847-4

**Published:** 2024-05-24

**Authors:** Guo-Wei Qiu, Wen-Can Zheng, Hao-Ming Yang, Yu-Ying Wang, Xing Qi, Da Huang, Guo-Zheng Dai, Huazhong Shi, Neil M. Price, Bao-Sheng Qiu

**Keywords:** Water microbiology, Microbial ecology, Bacterial physiology

## Abstract

Iron and phosphorus are essential nutrients that exist at low concentrations in surface waters and may be co-limiting resources for phytoplankton growth. Here, we show that phosphorus deficiency increases the growth of iron-limited cyanobacteria (*Synechocystis* sp. PCC 6803) through a PhoB-mediated regulatory network. We find that PhoB, in addition to its well-recognized role in controlling phosphate homeostasis, also regulates key metabolic processes crucial for iron-limited cyanobacteria, including ROS detoxification and iron uptake. Transcript abundances of PhoB-targeted genes are enriched in samples from phosphorus-depleted seawater, and a conserved PhoB-binding site is widely present in the promoters of the target genes, suggesting that the PhoB-mediated regulation may be highly conserved. Our findings provide molecular insights into the responses of cyanobacteria to simultaneous iron/phosphorus nutrient limitation.

## Abstract (web summary)

Iron and phosphorus exist at low concentrations in surface waters and may be co-limiting resources for phytoplankton growth. Here, the authors show that phosphorus deficiency increases the growth of iron-limited cyanobacteria through a PhoB-mediated regulatory network.

## Introduction

Nutrient availability constrains the rate of biological production and the structure of ecosystem communities on a global scale^1,2^. As essential nutrients required by all living organisms, iron (Fe) and phosphorus (P) participate in a series of metabolic processes, and their chemical roles are deeply interconnected^3–5^. While the critical role of Fe and P in controlling primary productivity has long been recognized^6–8^, recent studies demonstrate that limitation by Fe and P could occur simultaneously^9,10^. Such Fe/P co-limitation has been observed in large areas of the low-latitude oceans as well as freshwater ecosystems^9–12^. It might also be prevalent in terrestrial environments due to the low bioavailability of both elements in alkaline and calcareous soils, which represent one-third of the world’s cultivated lands^13,14^. However, despite the apparent issue of Fe/P co-limitation, we know very little about the adaptive strategies employed by the organisms living in co-limited environments, especially at the level of gene regulation.

Recent studies suggest that marine cyanobacteria experiencing Fe/P co-limitation may have established specific responses, as several co-limited diazotrophic cyanobacteria can maintain faster rates of growth than when limited by either nutrient alone^15–17^. A general mechanism that facilitates this enhanced fitness could be cell size reduction, which is observed in co-limited *Crocosphaera* and *Trichodesmium*^16,17^. Decreasing cell size under Fe/P co-limited conditions enables these large-sized cyanobacteria to alleviate their high demand on cellular elements and optimize their surface area-to-volume ratio for nutrient uptake^18,19^. However, this strategy may not be appropriate for small-sized cyanobacteria. It has been demonstrated that phytoplankton achieve the maximal growth rate at intermediate cell sizes^20,21^. For cyanobacteria with a radius smaller than 0.9 µm, further compression of their cell size will result in an overallocation of the resources to non-scalable components, e.g., genome and membranes, which could decrease resource availability for other essential activities^22^. Their growth rate is thus reduced. Moreover, small cells are more vulnerable to grazing^19^. Such reduced growth rates and increased grazing mortality may result in a severe decline of small-sized cyanobacterial communities.

It should be noted that small-sized cyanobacteria, including *Prochlorococcus* and *Synechococcus*, are the most abundant and dominant primary producers worldwide^23^. Their ability to respond to Fe/P co-limitation could have significant consequences for carbon sequestration and biogeochemical cycling. Interesting questions include whether cyanobacteria from the intermediate or small size range also exhibit increased fitness under Fe/P co-limitation, and if so, by what mechanism.

Recent study in land plants reveals that P deficiency prevents the accumulation of Fe deficiency-induced reactive oxygen species (ROS) by inducing ascorbate biosynthesis^24^. However, the in vivo ascorbate concentration of cyanobacteria is 250 times lower than that in chloroplasts^25^, and the gene encoding ascorbate peroxidase is absent from cyanobacteria^26^, suggesting a limited role of ascorbate in cyanobacterial ROS detoxification. Whether P deficiency also affects ROS cycling in Fe-limited cyanobacteria remains unanswered. Moreover, although the expression of cyanobacterial Fe uptake genes is typically regulated by the Fur repressor in a cytoplasmic Fe level-dependent manner^27^, the role of other environmental factors, such as P-limitation, in the regulation of Fe uptake genes needs to be determined.

Here, we investigated the adaptive strategy employed by Fe/P co-limited cyanobacteria in a genetically operable intermediate-sized strain, *Synechocystis* sp. PCC 6803 (hereafter *Synechocystis* 6803). Our results indicate that P deficiency increases the growth of Fe-limited cyanobacteria through a PhoB-mediated regulatory network. The presence of a direct regulation between Fe and P homeostasis via PhoB could enable cyanobacteria to allocate better their metabolic processes under nutrient-fluctuating environments where deficiency or enrichment of these two elements frequently occurs simultaneously.

## Results

### P deficiency alleviates the growth defect of Fe-limited cyanobacteria

The physiological response of *Synechocystis* 6803 to Fe/P co-limitation was examined under different availabilities of Fe and P. As expected, Fe starvation alone (−Fe+P) strongly impeded the growth of cyanobacteria (Fig. 1a–d). However, this effect was clearly alleviated by P deficiency. Fe/P co-limited *Synechocystis* grew 15% faster than the cells experiencing Fe starvation only (Fig. 1d). After culture for 4 days, more biomass accumulated under −Fe−P than −Fe+P conditions (Fig. 1c). It should be noted that both Fe limitation (*isiA*) and P limitation (*pstS*, *pstS2*) biomarker genes were strongly induced in the Fe/P co-limited cells (−Fe−P, Supplementary Fig. 1). The blue shift of the red absorption peak of chlorophyll observed in room temperature absorption spectra of co-limited culture was also consistent with the induction of IsiA (Fig. 1e).

**Fig. 1:**
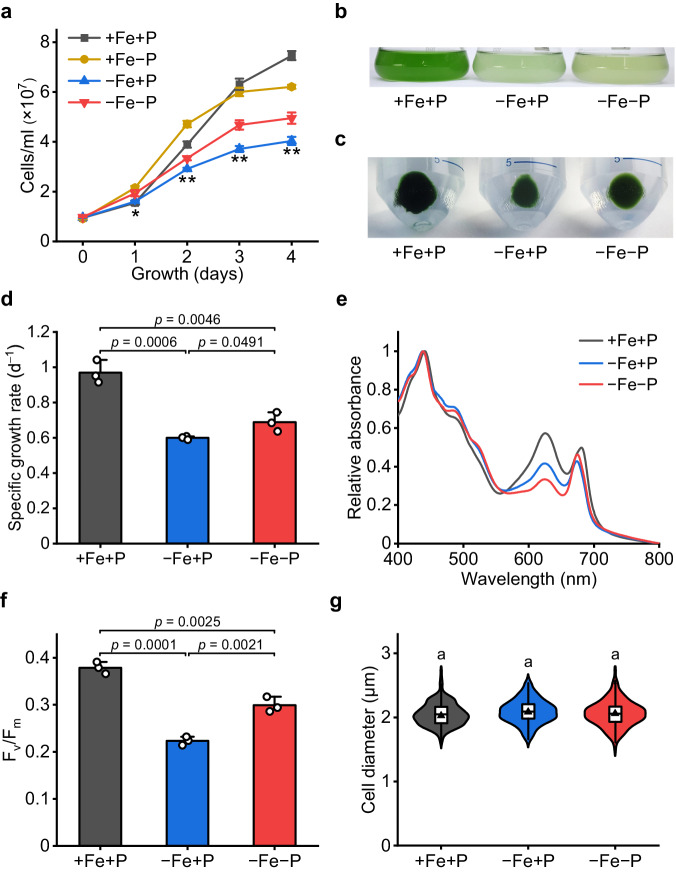
Phosphorus starvation enhances the growth of Fe-limited cyanobacteria. **a** The growth curve of *Synechocystis* under different iron and phosphorus availabilities. Values are mean ± SD of three independent biological replicates. Asterisks indicate a significant difference between −Fe+P and −Fe−P using the two-sided Student’s *t-*test. *P < 0.05, **P < 0.01, with exact *P-*values provided as source data. **b**–**c** Image of the culture and biomass of *Synechocystis* after 4 days of growth. The biomass shown in (**c**) was the pellets obtained from 100 mL of cells after centrifugation. The experiment was repeated with similar results three times. **d** Growth rates of *Synechocystis* grown under +Fe+P, −Fe+P, and −Fe−P conditions. Values are mean ± SD of three independent biological replicates. **e** Room temperature absorption spectra of *Synechocystis* grown under +Fe+P, −Fe+P, and −Fe−P conditions for 4 days. Data shown are from representative sample of three independent biological replicates. **f** Changes in Fv/Fm values of *Synechocystis* after 4 days of growth under +Fe+P, −Fe+P, and −Fe−P conditions. Values are mean ± SD of three independent biological replicates. **g** The violin plot showing the distribution of the cell diameter data points, while the embedded line and triangle in the boxplot mark the mean and median cell diameter, respectively. The upper and lower edges of the box indicate the first and third quartiles, and the whiskers extend to 1.5 × the interquartile range beyond the first and third quartiles. Data shown are measured from three independent biological replicates with the total number of at least 150 cells. Letters above bars indicate statistical significance (*P* < 0.05) calculated by one-way ANOVA across all treatments. For **d** and **f** line segments and corresponding *P*-values represent statistical significance calculated by two-sided Student’s *t*-test. Source data are provided as a Source Data file.

Photosynthetic performance of cells was significantly higher in the −Fe−P than in −Fe+P treatment (Fig. 1f). However, this enhanced Fv/Fm was not caused by an increase in content of the two photosystems. Immunoblotting with specific antibodies revealed that thylakoid membranes of cells in the −Fe−P treatment contained a similar amount of PSI complexes as cells in the −Fe+P treatment, whereas the protein level of the PSII complexes was lower in the −Fe−P treated samples (Supplementary Fig. 2). Overall, these results consistently showed that P deficiency alleviated the growth defect of Fe-limited *Synechocystis*. Both microscopy (Fig. 1g) and FACS analyses (Supplementary Fig. 3) indicated no significant variation in cell size under any of the experimental conditions, implying that the underlying mechanism was cell-size independent.

### The expression of *sod* is up-regulated under Fe/P co-limited conditions

Previous work showed that massive accumulation of ROS under Fe-limited conditions could have a severe effect on photosynthetic activity of cyanobacteria^28^. We thus quantified the total ROS levels and found that the ROS content of −Fe−P cells was reduced by 75% compared with −Fe+P cells (Fig. 2a), indicating enhanced ROS scavenging activities were induced by low P under Fe deficiency. qRT-PCR analysis showed that several genes involved in ROS scavenging were more highly expressed under −Fe−P than −Fe+P conditions (Supplementary Fig. 4). Among the differentially expressed genes, the iron-containing superoxide dismutase (SOD) coding gene, *sodB*, was the most up-regulated. Further analysis revealed that the expression of *sodB* was significantly up-regulated in the +Fe−P and −Fe−P samples (Fig. 2b), indicating P deficiency enhanced *sodB* expression. This pattern was further supported by SOD assays using in-gel activity staining (Fig. 2c, d). SOD activity of *Synechocystis* was sharply reduced by Fe starvation and increased under P deficiency: SOD activity was 39% higher in −Fe−P than in −Fe+P grown cells (Fig. 2d). The enhanced SOD activity may account for the decreased ROS accumulation in Fe/P co-limited *Synechocystis* (Fig. 2a).

**Fig. 2:**
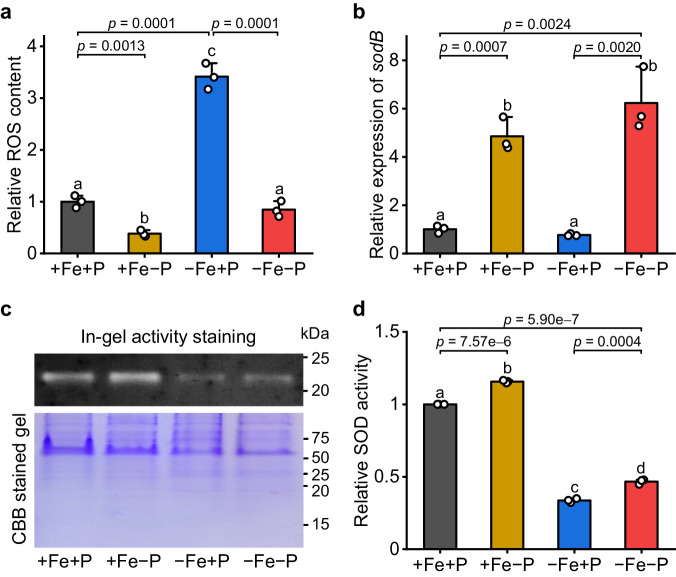
*sodB* responds positively to phosphorus starvation. **a** The intracellular ROS accumulation of *Synechocystis* after 4 days of growth under different iron and phosphorus availabilities. Values are mean ± SD of three independent biological replicates, and the results were normalized to the ROS level of +Fe+P treatment. **b** Relative mRNA abundance of *sodB* in *Synechocystis* after 4 days of growth under +Fe+P, +Fe−P, −Fe+P, and −Fe−P conditions. Data shown are mean ± SD of three independent biological replicates, and the results were normalized to the transcript levels measured under +Fe+P conditions. **c** SOD activity of *Synechocystis* determined by in-gel activity staining. Samples were loaded on an equal total protein basis. Similar results were obtained from three independent biological replicates. **d** The SOD activity detected from (**c**) was quantified with ImageJ software. Data shown are mean ± SD of three independent biological replicates and values are given relative to SOD activities of +Fe+P samples. Letters above bars indicate statistical significance (*P* < 0.05) calculated by one-way ANOVA across all treatments. Line segments and corresponding *P*-values represent statistical significance calculated by two-sided Student’s *t*-test. Source data are provided as a Source Data file.

### Phosphorus availability modulates *sod* expression in the world’s oceans

The laboratory experiments demonstrated that P deficiency induced *sodB* expression under Fe sufficient and deficient conditions, so we examined if *sod* genes and transcripts of marine cyanobacteria also varied with nutrient availability. SOD exists in four isoforms, each with different metal cofactors^29,30^. Only *sodB* utilizes Fe as its cofactor, whereas other *sods* use either manganese (*sodA*), nickel (*sodN*), or a combination of copper and zinc (*sodC*) as co-factors. The distribution pattern of *sods* in the global marine TARA metagenome datasets^31^ showed that *sods* are widely present in cyanobacteria that thrive under different levels of phosphate (Pi) bioavailability (Fig. 3a). Notably, *Prochlorococcus* and *Synechococcus* represent the vast majority of the hits of the *sods*, and the large reduction in *sods* abundance in relatively high-Pi regions (>1 µM) is consistent with the low abundance of both genera in polar oceans^23^.

**Fig. 3:**
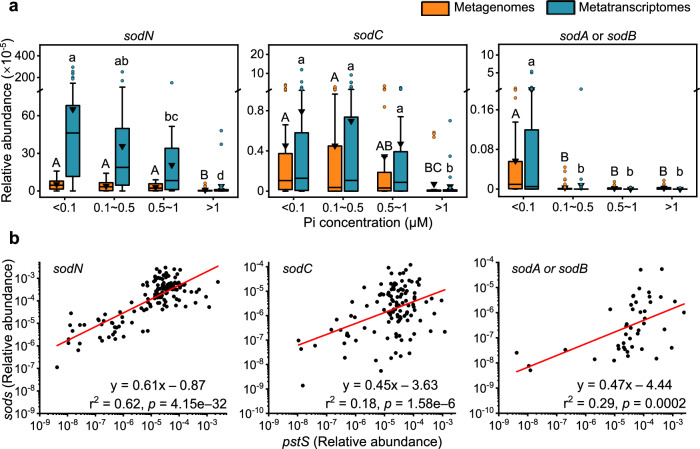
Distribution of *sods* amongst marine ecosystems. **a** Whisker box plots showing gene abundance of different *sod* isoforms of cyanobacteria in metagenomes (orange, *n*_*mg*_ = 139) and metatranscriptomes (dark cyan, *n*_mt_ = 162) generated from TARA oceans global marine survey. Data are presented by Pi (<0.1 µM, *n*_*mg*_ = 39, *n*_*mt*_ = 40; 0.1 ~ 0.5 µM, *n*_*mg*_ = 49, *n*_*mt*_ = 60; 0.5 ~ 1.0 µM, *n*_*mg*_ = 26, *n*_*mt*_ = 34; >1.0 µM, *n*_*mg*_ = 25, *n*_*mt*_ = 28) concentrations. The abundance of each *sod* was calculated by dividing the sum of the abundances of their homologs by the sum of total gene abundance from all reads in the sample. The whiskers extend to 1.5 × the interquartile range beyond the first and third quartiles (boxes). Exclusive median (line), average (triangle), and atypical values (circles) are also indicated. Different letters above the bars represent statistical significance (*P* < 0.05) calculated by Kruskal-Wallis between treatments. **b** Plots of the relative *sods* abundance in metatranscriptomes vs. the relative level of *pstS* transcripts. The data were plotted on a logarithmic scale. The red lines indicate linear regressions of the data points, and the significance of each regression is shown in each panel. Source data are provided as a Source Data file.

Metatranscriptomic analysis revealed that the expression of different *sod* isoforms was enriched in low-Pi regions (<0.5 µM, Fig. 3a and Supplementary Fig. 5). Considering the complexity of marine phosphorus cycle, we further examined the relative levels of *sods* transcripts versus that of the P limitation biomarker, *pstS*^10,17^. A positive relationship between their abundances was observed (Fig. 3b). These data consistently show that *sods* expression was enhanced by P deficiency in the ocean and could be a common response of cyanobacteria.

### Phosphorus deficiency enhances O_2_^−^ resistance of Fe-limited cyanobacteria

To explore the influence of *sod* induction on the growth of Fe-limited cyanobacteria, an O_2_^−^-tolerance experiment was performed in the presence and absence of methyl viologen (MV), respectively. MV efficiently accepts electrons from PSI and reduces oxygen to O_2_^−^, allowing us to assess the resistance of cyanobacteria to O_2_^−^^32^. As shown in Fig. 4, Fe-limited cyanobacteria were highly sensitive to O_2_^−^ stress. The photosynthetic electron transport rate (ETR) of −Fe+P samples was significantly decreased in the presence of the O_2_^−^ inducer ( +MV) compared to the treatment without MV (−MV, Fig. 4a). After incubation with MV for 8 days, the ETR of −Fe+P samples was nearly undetectable. In contrast, when P deficiency co-occurred with −Fe, the resistance of Fe-limited cells (−Fe−P) to O_2_^−^ was clearly enhanced (Fig. 4a). Similar results were also observed at the single-cell level (Fig. 4b and Supplementary Fig. 6). At the end of the treatment ( + MV, 10th day), up to 97% of −Fe+P cells lost chlorophyll auto-fluorescence and became chlorotic (low-fl). However, only 20% of the cells were chlorotic in the −Fe−P sample (Fig. 4b and Supplementary Fig. 6). These results demonstrated that P deficiency can strongly enhance the O_2_^−^ tolerance of Fe-limited cyanobacteria.

**Fig. 4:**
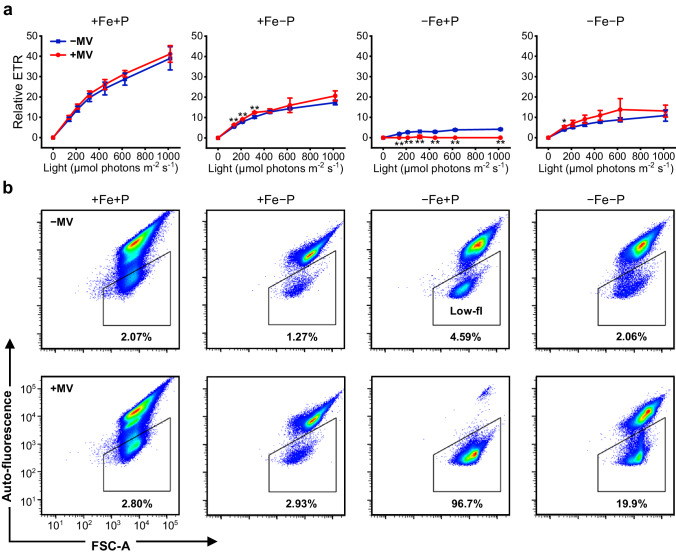
Phosphorus starvation enhances the resistance of Fe-limited cyanobacteria to O_2_^−^ stress. **a** The photosynthetic electron transport rate of *Synechocystis* grown in the presence (+MV) and absence (−MV) of 0.3 µM methyl viologen measured by PAM fluorometry. Values are mean ± SD of three independent biological replicates. Asterisks indicate a significant difference between two treatments using the two-sided Student’s *t*-test. *P < 0.05; **P < 0.01. **b** Representative gating of low auto-fluorescence cells. The change of auto-fluorescence intensity of *Synechocystis* cells was analyzed by flow cytometry with an excitation wavelength of 488 nm and an emission wavelength of 700 ± 54 nm. Data shown are from representative sample of three independent biological replicates. Low-fl, low auto-fluorescence; FSC, forward scatter. Source data are provided as a Source Data file.

### The up-regulation of *sodB* is mediated by the transcription factor PhoB

To decode the signaling pathways that induce *sodB* expression under Fe/P co-limitation, the transcription factor library of *Synechocystis* was screened using a yeast one-hybrid (Y1H) system with the *sodB* promoter as a bait. Interestingly, an OmpR family transcription factor, PhoB, was identified as a putative regulator (Fig. 5a). Bioinformatic analysis indicated a putative PhoB binding site presents in the promoter region of *sodB* (Supplementary Fig. 7a). The interaction between PhoB and the *sodB* promoter was further verified by an electrophoretic mobility shift assay (EMSA, Fig. 5b). PhoB is a transcription activator known to control the expression of phosphorus assimilating genes under low ambient Pi concentrations^33–35^, however to our knowledge, its function in activating SOD gene expression has not been established previously.

**Fig. 5:**
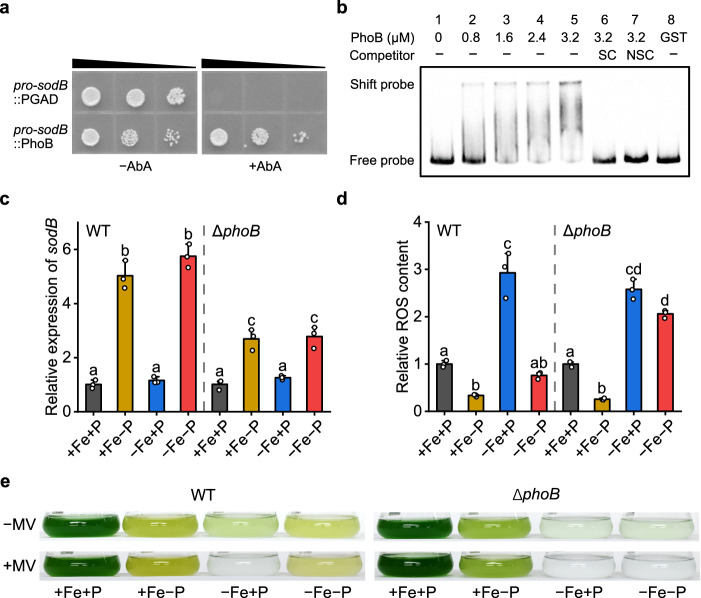
PhoB regulates the expression of *sodB.* **a** Verification of the interaction between the *cis*-acting element *pro*-*sodB* and the transcription factor PhoB by Y1H assay. **b** Interaction analysis between *pro*-*sodB* and PhoB by EMSA. The concentration of PhoB added into each mixture is shown. Unlabeled DNA (SC) and poly (dI-dC) (NSC) were added to examine the specificity of the binding reactions. Similar results were obtained from three independent experiments. **c** The relative transcript levels of *sodB* in the WT strain and *phoB* mutant after 4 days of growth under different Fe and P availabilities. Values are mean ± SD of three independent biological replicates, and the results were normalized to the transcript levels measured under +Fe+P conditions. **d** Intracellular ROS content of WT and the *phoB* mutant after 4 days of growth under +Fe+P, +Fe−P, −Fe+P, and −Fe−P conditions. Data shown are mean ± SD of three independent biological replicates, and the results were normalized to the ROS level of +Fe+P treatment. **e** Representative images of each strain grown in the absence and presence of 0.3 µM MV. The experiment was repeated with similar results three times. For **c** and **d** letters above bars indicate statistical significance (*P* < 0.05) calculated by one-way ANOVA across all treatments. Source data are provided as a Source Data file.

To assess the regulatory role of PhoB in *sodB* gene expression, the *phoB* gene was knocked out by insertional inactivation (Supplementary Fig. 8a). As shown in Fig. 5c, the induction of *sodB* was significantly reduced in the *phoB* mutant. The transcript level of *sodB* increased 5.8-fold in the wild-type (WT) strain under −Fe−P conditions, while only a 2.8-fold increase was observed in the *phoB* mutant. The residual *sodB* induction in the *phoB* mutant could be ascribed to the transcription factor RpaB, a known regulator in oxidative stress response^36^. In fact, we identified that RpaB interacted with the *sodB* promoter in our Y1H library screening assay (Supplementary Fig. 9). Further analysis revealed that the intracellular ROS content in co-limited cells was only 26% of that under −Fe+P in the WT, while in the *phoB* mutant, this value was 80% (Fig. 5d). The decrease in *sodB* induction significantly reduced MV tolerance of the co-limited cyanobacteria (Fig. 5e). The O_2_^−^ tolerance assay showed that, when *phoB* was knocked out, P deficiency no longer enhanced the O_2_^−^ resistance of Fe-limited cyanobacteria, and the −Fe−P cells showed a response resembling the −Fe+P cells (Fig. 5e and Supplementary Fig. 10). We overexpressed *sodB* in *Synechocystis* (strain SodB-OE) to explore the role of SodB in ROS homeostasis. The SodB-OE strain showed a strong reduction in ROS content under Fe-limited conditions (Supplementary Fig. 11b), but had a significantly reduced growth rate (Supplementary Fig. 11c–d). Considering that SodB is Fe-dependent, high expression of this metalloenzyme likely increased the demand for cellular Fe, resulting in more severe Fe deficiency and slower growth. Altogether, these results consistently suggest that PhoB mediated *sodB* expression is essential for the maintenance of ROS homeostasis under −Fe−P conditions.

### PhoB regulates the expression of the Fe-selective porin

When screening the potential transcription factors for our previously identified iron-selective porin^37^, *slr1908*, we found that the expression of this Fe uptake gene was also regulated by PhoB (Fig. 6). The specific interaction between PhoB and the *slr1908* promoter was further verified by both Y1H (Fig. 6a) and EMSA assays (Fig. 6b). Gene expression analysis revealed that, in the WT, the transcript level of *slr1908* was strongly induced by P deficiency, being up-regulated by 7.5- and 4.6-fold under +Fe−P and −Fe−P conditions, respectively (Fig. 6c). This P deficiency-induced Slr1908 expression was also confirmed at the protein level (Supplementary Fig. 12). However, the induced expression of *slr1908* was substantially reduced in the *phoB* mutant (Fig. 6c).

**Fig. 6:**
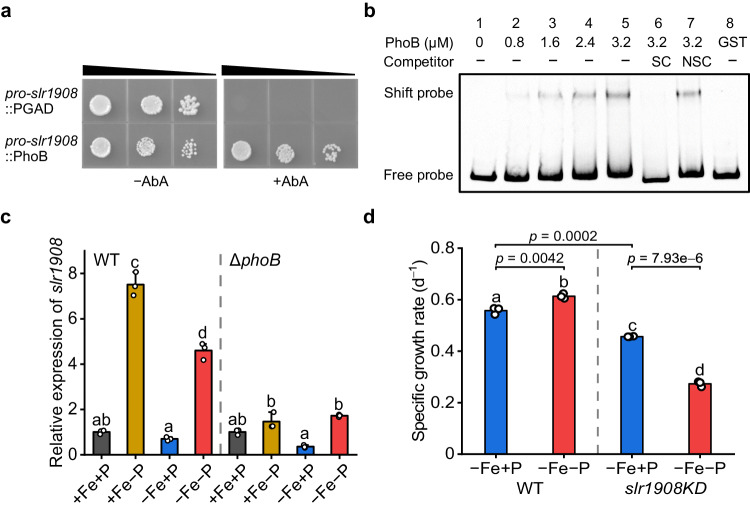
PhoB regulates the expression of *slr1908.* **a** Verification of the interaction between the *cis*-acting element *pro*-*slr1908* and the transcription factor PhoB by Y1H assay. **b** Interaction analysis between *pro*-*slr1908* and PhoB by EMSA. The concentration of PhoB added into each mixture is shown. Unlabeled DNA (SC) and poly (dI-dC) (NSC) were added to examine the specificity of the binding reactions. Similar results were obtained from three independent experiments. **c** qRT-PCR analysis of *slr1908* in WT strains and *phoB* mutants after 4 days of growth under different Fe and P availabilities. Values are mean ± SD of three independent biological replicates, and the results were normalized to the transcript levels measured under +Fe+P conditions. **d** Growth rates of the WT and *slr1908*KD strains grown under −Fe+P and −Fe−P conditions. Values are mean ± SD of three independent biological replicates. Line segments and corresponding *P*-values represent statistical significance calculated by two-sided Student’s *t*-test. For **c** and **d** letters above bars indicate statistical significance (*P* < 0.05) calculated by one-way ANOVA across all treatments. Source data are provided as a Source Data file.

Because the complete knockout mutant of *slr1908* is not available in our *Synechocystis* sub-strains^37^, the physiological role of *slr1908* under Fe/P co-limitation was first assessed in a knockdown (KD) mutant. Compared to the WT, growth of the *slr1908*KD strain was significantly reduced under −Fe+P conditions (Fig. 6d and Supplementary Fig. 13a), consistent with the gene’s essential role in Fe uptake^37^. Surprisingly, the growth of *slr1908*KD strain was not enhanced under Fe/P co-limitation compared to the Fe-limited conditions. The growth rate and cell density of the co-limited *slr1908*KD strain was even lower than that under −Fe+P conditions (Fig. 6d and Supplementary Fig. 13a). Moreover, overexpression of *slr1908* significantly enhanced the growth rate of Fe-limited cyanobacteria (Supplementary Fig. 11d), suggesting a critical role of *slr1908* induction in acclimation to Fe-limitation. Given the important role of PhoB in low-P response^33^, our results demonstrate that PhoB also facilitates Fe uptake and plays a role in cross-talk between Fe and P homeostasis.

### PhoB also regulates genes involved in chemotaxis and exotoxin secretion

When *phoB* was inactivated, the positive effect of P deficiency on Fe-limited growth was greatly diminished (Fig. 7a and Supplementary Fig. 13b), confirming the importance of PhoB-mediated transcriptional regulation in the Fe/P co-limitation response. A phylogenetic footprinting technique was applied to the promoter regions of experimentally verified PhoB target genes to identify the PhoB-mediated genome-wide gene regulation. A conserved motif containing three tandem direct repeats was identified (Supplementary Fig. 7b). This motif was consistent with the previously reported *pho* box consensus sequence^38^, and the core sequence of the repeats (TTAA) was highly conserved (Supplementary Fig. 7c). EMSA assays demonstrated that mutations in any of these three TTAA sequences remarkably reduced or abolished the DNA-binding ability of PhoB (Supplementary Fig. 7d), indicating that the three tandem repeats are vital for recognition by PhoB. Based on the sequence of the core motif, 211 promoters were identified to contain a potential PhoB binding site. Of these, 92 potential target genes were up-regulated by P deficiency (FC ≥ 1.5, *P*-value ≤ 0.05) under either Fe sufficient or deficient conditions, consistent with the expression model of the PhoB targets (Supplementary Data 1). 

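PhoB binding across the genome was measured by ChIP-seq in the *phoB*-FLAG_3_ strain, in which PhoB carries 3 FLAG tags and can be precipitated with a monoclonal anti-FLAG antibody. The cultures were grown to an OD_730_ of 0.5 in medium that the paper's methods describe as phosphate omitted and the sample labels as phosphate limited. They were cross-linked with 1% formaldehyde for 15 min, and the reaction was stopped with 125 mM glycine. The experiment had 2 biological replicates, each with a precipitated library and an input library. The Reporting Summary gives 36605702 total reads and 27884956 mapped reads for the precipitated library of replicate 1, and 35610010 total reads and 26745232 mapped reads for that of replicate 2, so that 76.2% and 75.1% of the reads were mapped. The depth of the input libraries is not given in the sources used here. The authors trimmed the reads with Trimmomatic, aligned them with BWA, removed PCR duplicates with Samtools and called peaks over the input with MACS2 at a q-value of 0.05. Their deposited files hold a list of peaks for each replicate, with the position and height of each peak in fragments, and an annotated list for the strain that also gives the summit, the fold enrichment over the input, the q-value and the genes assigned to each peak. The annotated list does not name its libraries. At its summits that lay inside a peak of both replicates, the heights of the 2 replicates summed to a median of 1.01 times the annotated height (5th to 95th percentile, 1.01 to 1.06), so its values were taken as those of the pooled replicates. The fold enrichment values are therefore the authors' own and carry no replicate error, and the replicates were compared by peak position and height. The list of replicate 1 held 1100 peaks and that of replicate 2 held 996 peaks, covering 22.0% and 17.5% of the sequences up to the highest coordinate listed. The annotated list held 1182 peaks, of which 1090 were on the chromosome. Fold enrichment ranged from 1.12 to 14.4 with a median of 1.58, and 867 peaks (73.4%) were enriched less than 2-fold. Peak heights depend on the sequencing depth and on the removal of duplicates, since they are not scaled to the library size. The gene labels of the annotated list were tested against the 1104 genes whose coordinates it gives. For all 1252 promoter labels of these genes the summit lay within 2000 bp upstream of the gene start, and for all 467 coding labels it lay inside the gene. A peak carried 2.88 gene labels on average. Among the 792 summits inside a peak of both replicates, 410 (51.8%, exact 95% confidence interval 48.2 to 55.3%) carried no coding label. Coordinates are given on the chromosome sequence that the authors' files use, counted from 1.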

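Each of the 92 genes of Supplementary Data 1 was looked up in the annotated list of PhoB peaks, by its identifier or, where the list uses a gene symbol, by the symbol that Supplementary Data 1 gives. A peak was listed for 60 genes (65.2%, exact 95% confidence interval 54.6 to 74.9%), 44 of them by identifier and 16 by symbol. For each of these 60 genes the highest fold enrichment in the list equalled the paper's value in Supplementary Data 1 within 5e-06, and 22 of the genes were listed at more than 1 peak. The other 32 genes were listed at no peak, and Supplementary Data 1 gives no fold enrichment for them. Because neighbouring and divergent genes can share a peak, the 60 genes corresponded to 55 distinct peaks. Their highest fold enrichment ranged from 1.13 for *slr1072* to 6.44 for *sll0679* (*sphX*), with a median of 1.73. It was at least 2-fold for 23 genes and at least 3-fold for 11 genes, and it exceeded 5-fold for *sll0679* and *slr2015*. The 6.44-fold summit lay 1564 bp from the start of *sll0679* and 86 bp upstream of *rps14*, which is transcribed in the opposite direction. The peak with its summit 82 bp from the start of *sll0679* was enriched 1.46-fold. The peaks placed 53 genes (57.6%, exact interval 46.9 to 67.9%) downstream of a summit with a promoter label, and 7 genes had a coding label alone. For 43 of the 60 genes the summit of the highest peak lay inside a peak of both replicates. It lay outside every peak of replicate 1 for 10 genes and outside every peak of replicate 2 for 11 genes. The choice that moved the number of genes most was the peak threshold, since 23 genes were left when only peaks of at least 2-fold were counted. Over the whole genome, the annotated list gave any label to 2421 genes and a promoter label to 2169 genes. For scale, Supplementary Data 2 has 3552 genes. The labelled genes include ribosomal RNA genes and were not shown to be among the 3552, so no share is given. The 65.2% was therefore not tested against the rate at which other genes are listed. The median fold enrichment of all 2421 listed genes was 1.74, and the median of the 60 genes lay at percentile 47.6 of 10000 random sets of 60 listed genes (two-sided permutation test, p = 0.952), a comparison chosen after the values were seen. The paper's reasoning runs from a conserved motif in the promoters of known PhoB targets, through up-regulation of the downstream genes by P deficiency, to a list of potential targets, and it takes enrichment of a gene in ChIP-seq as the experimental check of that list.

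**Figure D1:**
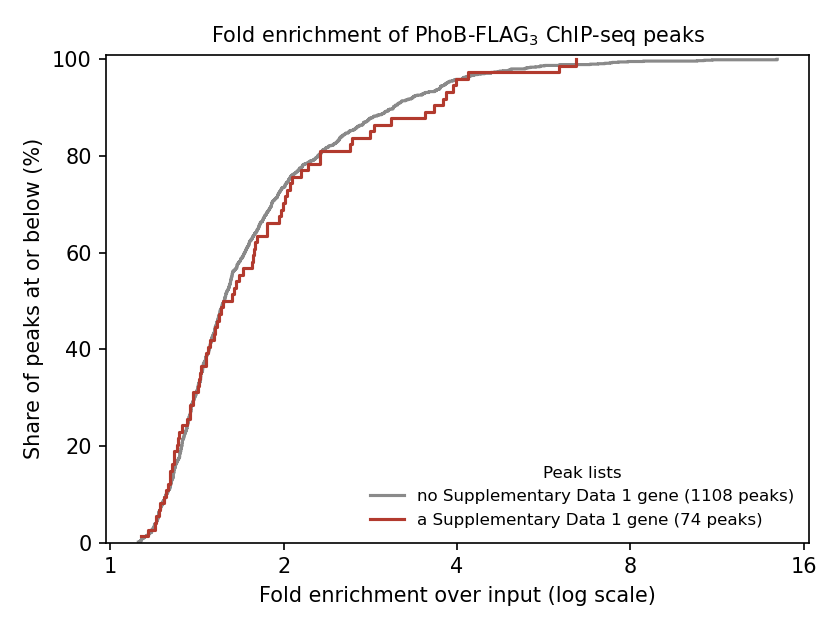
Cumulative share of peaks in the annotated list (y axis, %) at or below each fold enrichment over the input (x axis, log scale). The 74 peaks that list a gene of Supplementary Data 1 (red) had a median of 1.60, and the 1108 peaks that list none (grey) had a median of 1.58 and reached 14.4.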

The results of this computational analysis were further verified by chromatin immunoprecipitation sequencing (ChIP-seq), and 60 of these 92 genes were enriched in our ChIP-seq results (Supplementary Data 1 and Supplementary Fig. 14).

**Fig. 7:**
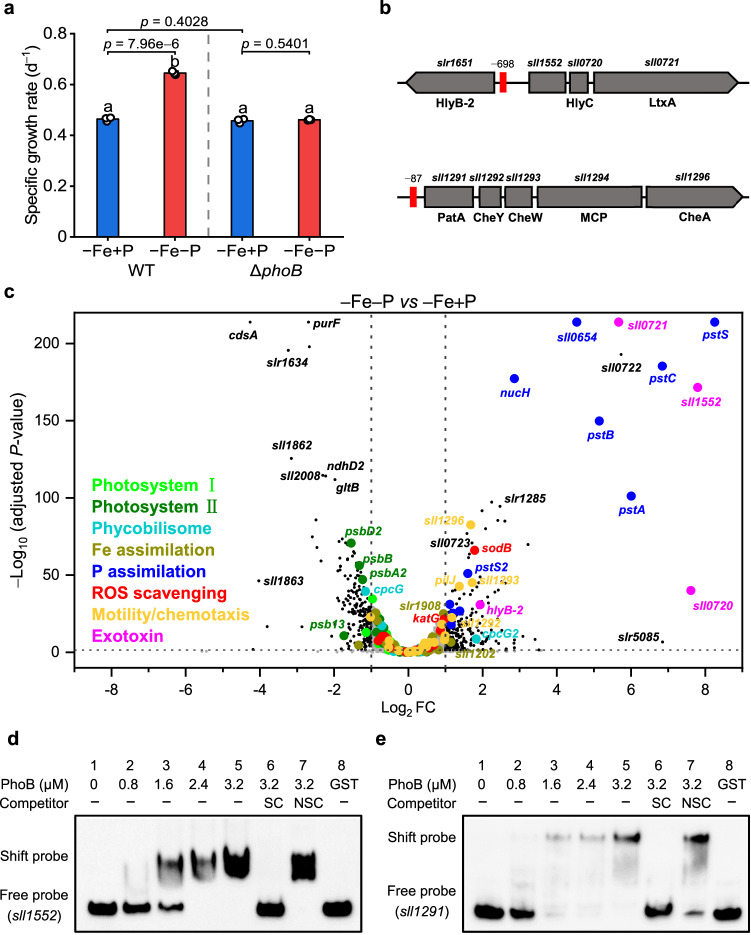
PhoB regulates chemotaxis and exotoxin related genes. **a** Growth rates of the WT and *phoB* mutants grown under −Fe+P and −Fe−P conditions. Values are mean ± SD of three independent biological replicates. Letters above bars indicate statistical significance (*P* < 0.05) calculated by one-way ANOVA across all treatments. Line segments and corresponding *P*-values represent statistical significance calculated by two-sided Student’s *t*-test. **b** The schematic representation of the organization of *sll1552* and *sll1291* gene clusters. The location of the putative PhoB binding sites were labeled by red. **c** Global expression analysis of genes in response to −Fe−P relative to −Fe+P. Differential expression testing was carried out using DEseq2 package, and two-tailed *P*-values were adjusted for multiple testing using the BH method. Broken lines indicate the adjusted *P*-value threshold of 0.05 and FC thresholds of 1 and −1. Functional groups are color coded and genes without significant differences in expression are shown in light gray. Detailed numeric values are presented in Supplementary Data 2. **d** and **e** Interaction analysis between *pro*-*sll1552*, *pro*-*sll1291* and PhoB by EMSA. The concentration of PhoB added into each mixture is shown. Unlabeled DNA (SC) and poly (dI-dC) (NSC) were added to examine the specificity of the binding reactions. Similar results were obtained from three independent experiments. Source data are provided as a Source Data file.

In addition to its well-recognized role in controlling phosphate assimilation, newly identified PhoB targets included genes related to stress response, photosynthesis and tetrapyrrole metabolism (Supplementary Data 1). 

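The peaks at genes of these groups ranged from weak to moderate enrichment. Among the photosynthesis genes, *petH* (*slr1643*) had a peak from 2066560 to 2068935 with its summit 547 bp upstream of the gene start and a fold enrichment of 3.99. Its height was 1455 in replicate 1 and 1086 in replicate 2. The peak assigned to the promoter of *petC* (*sll1316*) extended from 1166134 to 1168791 with a fold enrichment of 3.65, and heights of 1382 and 902 in replicates 1 and 2. The following genes lie outside the rule by which genes were chosen for naming and were picked after their values were seen. The promoter of *atpA* (*sll1326*) was assigned a 2.60-fold peak and that of the phycobilisome linker gene *cpcG-2* (*sll1471*) a 1.99-fold peak, both with summits inside peaks of both replicates. Among the tetrapyrrole genes, the protochlorophyllide oxidoreductase gene *pcr* (*slr0506*) was assigned a 1.98-fold promoter peak found in both replicates. The peak of *chlL* (*slr0749*) had a fold enrichment of 1.80, and its summit lay inside a peak of replicate 1 only. For *petC*, *atpA*, *cpcG-2*, *pcr* and *chlL* the list gives no coordinates, so the distance from summit to gene start is not known. Their promoter labels need only a summit within 2000 bp upstream. The genes nearest these peaks were, in the same order, *psbN*, *atpH*, *slr1584*, *slr0503* and *slr0748*. For *hemB* (*sll1994*), the highest peak (1.77-fold) had its summit 762 bp inside the gene, and a second peak with a promoter label had a summit 1500 bp upstream and a fold enrichment of 1.57.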

Amongst them was *sll1552*, a gene located upstream of the type I secretion system coding gene *slr1651* in the reverse direction, which may form an exotoxin biosynthesis cluster with the downstream acyltransferase gene *sll0720* and RTX (repeats in toxin) protein gene *sll0721* (Fig. 7b). 

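In the annotated list, the peak assigned to the promoters of *sll1552*, *slr1651* (listed as *hlyB-2*) and *sll0720* extended from 3449775 to 3450008 on the chromosome, with its summit at 3449873. Its fold enrichment was 1.31 (−log10 q-value 12.5), higher than 17.6% of the 1182 peaks. The summit lay inside a peak of replicate 2 with a height of 386, and inside no peak of replicate 1. Supplementary Data 1 gives *sll1552* and *slr1651* the same 30 bp site, CTTAATTTTAATTTAACCTTAATTTAATCT, on opposite strands of a shared upstream region. If the region examined runs between the start codons of the divergent genes, it is 817 bp long and the site lies 90 to 119 bp upstream of *slr1651*, from 3449809 to 3449838, which is within the peak and 35 bp from its summit. A second peak, from 3450413 to 3450708 with a fold enrichment of 1.29, carried a promoter label for *sll1552* as well. Its summit was 602 bp inside *slr1651*, and it was likewise found in replicate 2 only, with a height of 364. The RTX protein gene *sll0721*, on the reverse strand from 3443514 to 3447386, carried coding labels at 4 peaks. The highest of these had its summit 872 bp inside the gene, a fold enrichment of 2.30, and heights of 700 in replicate 1 and 742 in replicate 2. No promoter label was listed for *sll0721*.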

All genes in this cluster were strongly induced by P deficiency as shown in our transcriptomic data (Fig. 7c) and qRT-PCR analysis (Supplementary Fig. 15a–c). Their induction in the *phoB* mutant was significantly reduced, consistent with the expression pattern of the Pho regulon^33^. The interaction between PhoB and their promoters was further verified by EMSA assay (Fig. 7d). RTX proteins can form pores in cytoplasmic membranes, leading to uncontrolled efflux of ions or nutrients from the host cells^39^. Previous research in *Actinobacillus* revealed that the production of RTX toxin is specifically induced by Fe deficiency^40^, indicating a potential role of this family in low Fe response. Moreover, several genes involved in type IV pilus biogenesis and chemotaxis were also identified as putative targets of PhoB (Supplementary Data 1). 

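The type IV pilus genes *slr2015*, *slr2016* and *slr2017* shared 1 promoter peak, which extended over 6296 bp from 755161 to 761456 with its summit at 755799. The fold enrichment was 6.02, higher than 98.7% of the peaks in the annotated list. Its height was 2563 in replicate 1 and 1227 in replicate 2, where the same region was called as separate peaks from 755180 to 759078 and from 759453 to 761449. The gene *slr2018* (758829 to 761228) lies under this peak, but its start is 3030 bp from the summit and the list assigns it no label. For the chemotaxis cluster, the peak at *sll1291* (691371 to 692576, reverse strand) extended from 690780 to 693482, and its summit at 692682 was 106 bp upstream of the gene start. It was enriched 3.78-fold, with heights of 1486 and 886 in replicates 1 and 2, and was also assigned to the promoters of *sll1292* and *sll1293*. *sll1296* was assigned a separate promoter peak from 688667 to 689089 with a fold enrichment of 1.43, whose summit lay inside a peak of replicate 1 only (height 596). No peak was listed under the identifiers *sll1294* or *ssl2559*. The list names some genes by symbol alone, such as *pilJ*, the gene nearest the *sll1296* peak. No symbol could be paired with *sll1294* or *ssl2559*, so whether a peak is listed for them under a symbol is not known.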

Regulation of the *sll1291* cluster by PhoB was further supported by our experimental results (Fig. 7e and Supplementary Fig. 15d–f). The up-regulation of genes involved in chemotaxis may provide a considerable competitive advantage to Fe-limited cyanobacteria to forage nutrient hotspots within patchy environments.

## Discussion

Recent studies have shown that cyanobacteria experiencing Fe/P co-limitation exhibit faster growth than those limited by a single nutrient^15–17^, but the regulatory mechanism responsible for such a response is poorly understood. Here, we present multiple lines of evidence that collectively support the critical role of a PhoB-mediated regulatory network in Fe/P co-limitation acclimation. PhoB is a conserved transcription factor of a two-component system with the sensor kinase PhoR. Under P-limited conditions, PhoR autophosphorylation leads to the phosphorylation of PhoB, triggering PhoB dimerization and DNA binding activity^35^. Although PhoB is typically considered to respond to phosphorus deficiency^33^, our results suggest that it may enhance the fitness of Fe/P co-limited cyanobacteria by maintaining intracellular ROS homeostasis and facilitating Fe uptake.

Under P deficiency, the NADPH/NADP^+^ ratio in photosynthetic organisms increases significantly, severely inhibiting linear electron flow^41^. Once the electron transport to ferredoxin-NADP^+^ oxidoreductase is blocked, oxygen may serve as an alternative electron acceptor, running the risk of massive O_2_^−^ generation^28^. As the only O_2_^−^ scavenging enzyme, the up-regulation of SOD is indispensable. This allows cyanobacteria to convert O_2_^−^ into H_2_O_2_ and O_2_, while the H_2_O_2_ can be further quenched by various catalases and peroxidases^28^, such as KatG (Fig. 7c). In fact, SOD induction in response to P limitation could be a common strategy amongst photosynthetic organisms since a similar phenomenon is widely observed in cyanobacteria^42^, a marine diatom^43^, and land plants^44^. It should be noted that SOD induction could be extremely important for cyanobacteria that grow under Fe-deficient conditions because O_2_^−^ damage occurs primarily at PSI^45^. PSI content of cyanobacteria decreases significantly under Fe-deficient conditions, and thus up-regulation of SOD may be necessary for maintaining the activity of the limited amount of PSI.

Expression of *sodB* and other Fe-demanding genes is typically repressed by a small regulatory RNA IsaR1^46^ when iron is limiting in *Synechocystis* 6803. Overexpression of *sodB* significantly reduced the intracellular ROS content of Fe-limited cyanobacteria (Supplementary Fig. 11b), but an increased amount of this Fe-dependent metalloenzyme could result in an additional Fe demand, which could account for the decreased growth rate. In addition to SodB, several other Fe-containing proteins were also found to be induced by P deficiency. For example, *ssl2559*, a gene encoding a plant-type ferredoxin, was upregulated under P limitation (Supplementary Fig. 16). *ssl2559* is located downstream of the *sll1291* cluster, and its induction was reduced substantially in the *phoB* mutant, suggesting that this gene may be a part of the same operon. In contrast, although the expression of *katG*, an important Fe-dependent catalase-peroxidase gene, was also significantly upregulated under both +Fe−P (FC = 1.77, *P* < 0.05) and −Fe−P conditions (FC = 1.95, *P* < 0.05), the putative PhoB binding site was absent from its promoter region, suggesting a PhoB-independent regulation. This hypothesis was further supported by qRT-PCR assay showing that all analyzed PhoB targets were significantly upregulated in the Pho regulon-activated PhoR^T412N^ strain^34^, whereas the transcription level of *katG* resembled that of the WT (Supplementary Fig. 17).

P-limitation may increase cellular Fe requirements through multiple pathways. For example, the most widespread alkaline phosphatases among marine microbial communities, PhoD and PhoX, are Fe-dependent^3^. Nutrient amendment experiments performed in the Fe-poor western North Atlantic Ocean showed that the alkaline phosphatase activity of the community responded positively to Fe additions, implicating a role of Fe in P acquisition^47^. The phenomenon of increased Fe content under P deficiency, shown here (Supplementary Fig. 18), is widely reported in photosynthetic organisms^24,44,48^. Thus, regulation of a Fe uptake gene by PhoB is physiologically necessary, as it allows cyanobacteria to meet their increased Fe requirement under P deficiency.

Up-regulation of SOD was also observed in the omics data of co-limited *Trichodesmium*^49^. This, in addition to our metatranscriptomic analysis, indicates a widespread positive response of these genes to P deficiency. Indeed, a survey of the promoter regions of different *sod* isoforms from representative cyanobacteria showed that putative PhoB binding sites are widely present (Supplementary Table 1). A similar observation was also made when analyzing the promoter regions of the orthologues of porin coding genes (Supplementary Table 2). The presence of the putative PhoB binding sites in these species is not only indicative of a direct regulation by PhoB, but also suggests that the PhoB-mediated Fe/P co-limitation acclimation network is conserved within cyanobacteria. Among these species, *Prochlorococcus* and *Synechococcus* are globally important primary producers whose cell sizes are close to the estimated minimum threshold^18^. The presence of a cell-size independent strategy for Fe/P co-limitation acclimation could enable these small-sized cyanobacteria to survive and maintain metabolic activities in oligotrophic oceans.

Interestingly, all the strategies described above likely evolved as adaptations to low-P stress, but are beneficial in dealing with the challenges of Fe-limitation. In fact, Fe and P are deeply interconnected elements. In terrestrial environments, phosphate is naturally associated with ferric oxides, forming insoluble complexes and thus reducing the bioavailability of both nutrients^4^. The highly episodic aerosol dust deposition in marine ecosystems may also lead to a simultaneous deficiency or enrichment of these two elements^9,50,51^. At the cellular level, mineral bio-dissolution by natural cyanobacterial colonies could enable them to co-acquire Fe and P^5^. And the intracellular storage of Fe in cyanobacteria and higher plants is also tightly associated with P^52^. Previous research in *Arabidopsis* reveals that the phosphate-relevant transcription factor, AtPHR1, directly regulates Fe homeostasis through interaction with the promoter regions of the Fe storage gene^53^. Such an interaction was not observed in our Y1H experiment (Supplementary Fig. 19) and ChIP-seq data (Supplementary Data 1), possibly due to subtle differences in the two regulatory systems. However, our study demonstrates that PhoB can specifically bind to the promoter region of a Fe-selective porin (Fig. 6a, b), indicating its critical role in controlling both phosphate and iron homeostasis. 

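The annotated list of ChIP-seq peaks names a pair of genes by the symbols *bfr* and *bfr-2*, both described as bacterioferritin in Supplementary Data 2. Neither is among the 92 genes of Supplementary Data 1, which holds genes that also have a putative PhoB binding site and were up-regulated by P deficiency. The gene *bfr* lies from 822837 to 823367 on the forward strand of the chromosome. It carried a promoter label at a peak from 819104 to 822240 with a fold enrichment of 4.29, whose summit was 1026 bp upstream of the gene start and whose nearest gene was *fabF*. The heights were 1624 in replicate 1 and 1065 in replicate 2. A second peak, enriched 1.47-fold, had its summit 28 bp inside *bfr*, with heights of 581 and 349. The gene *bfr-2* carried a promoter label at a peak from 3282902 to 3283715 with a fold enrichment of 1.66 and heights of 621 and 416, whose nearest gene was *sll1340*. A promoter label in this list requires only that the summit lie within 2000 bp upstream of the gene start. The supplement gives the promoters tested in the Y1H experiment as those of *sll1341* (*bfrA*) and *slr1890* (*bfrB*). Among genes listed with coordinates by identifier, all 344 *slr* genes lie on the forward strand and 294 of 296 *sll* genes on the reverse strand. The forward gene *bfr* was therefore taken as *slr1890*, and *bfr-2*, by its place next to *sll1340*, as *sll1341*.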

Recent research in *Synechocystis* highlighted the crosstalk between the Fe and P stress responses, and an epistatic FtsH1/3-mediated degradation was demonstrated to regulate iron and phosphate regulatory circuits^54^. The existence of crosstalk between the Fe and P stress responses may enable cyanobacteria to optimize resource allocation for maximum growth in nutrient-fluctuating environments.

In addition to *slr1908*, a gene encoding the substrate-binding protein of the Fe-siderophore transport system, *sll1202*, was also identified as a putative target of PhoB (Supplementary Data 1). It should be noted that *Synechocystis* 6803 cannot synthesize any siderophores itself; the upregulation of this Fe-siderophore transport gene could enable them to acquire Fe from exogenous siderophores produced by associated bacteria^55^. Moreover, PhoB was also found to regulate the expression of chemotaxis and exotoxin relevant genes. 

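In the annotated list of ChIP-seq peaks, no peak was listed for *sll1202*, either by its identifier or by a symbol from Supplementary Data 1. It is 1 of the 32 genes of Supplementary Data 1 for which no fold enrichment is given, and its inclusion rests on the motif match (the paper's FIMO p-value, 8.85e-05) and on the paper's log2 fold change in transcripts under P deficiency, 1.35 with Fe and 1.15 without Fe. For *slr1908*, the paper's FIMO p-value was 2.36e-08, and its highest peak ranked 63 of the 1182 peaks by fold enrichment.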

Although little is known about the structure and mechanism of this RTX toxin, mass spectrometry analysis showed that it represents the most abundant protein in the exoproteome of P-limited cyanobacteria (Supplementary Table 3). The strong induction of this virulence factor and enhanced motility via chemotaxis may provide a competitive advantage to Fe-limited cyanobacteria in the natural environments. Based on our findings, a PhoB-centered Fe/P co-limitation acclimation model is proposed (Fig. 8).

**Fig. 8:**
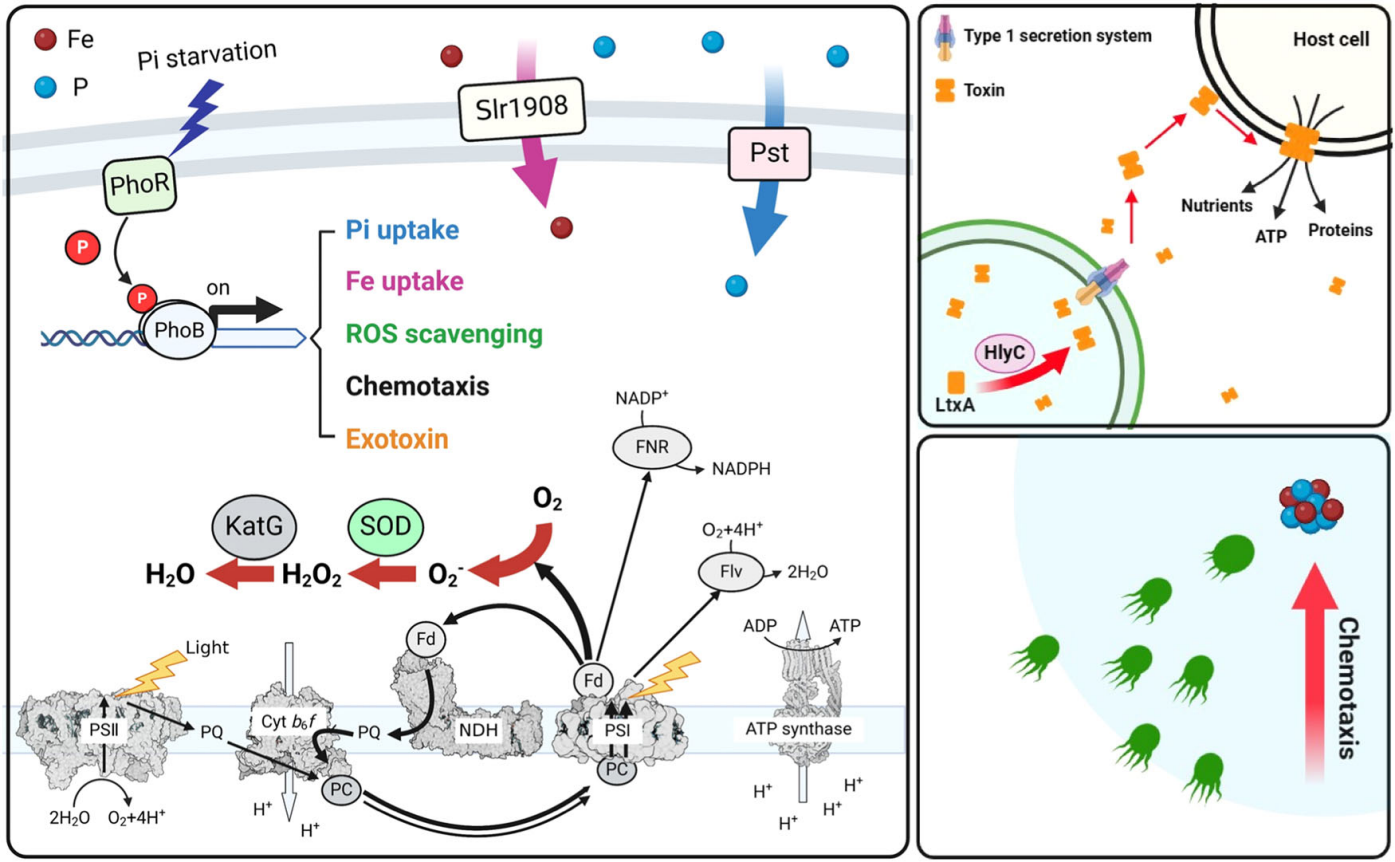
A model of PhoB-mediated Fe/P co-limitation acclimation network. The cellular components potentially regulated by PhoB are shown in color. Transport pathways and reactions up-regulated under Fe/P co-limitation conditions are shown in bold arrows. The figure was created with BioRender.com, and released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

It has been reported that the starvation response in *Escherichia coli* is activated when the extracellular Pi concentration is ~4 μM, which is higher than that in the open ocean^56^. According to this threshold, the response of cyanobacteria to low Fe habitats might be a combined effect of Fur and PhoB regulators in the open ocean, and Fe will become the main limiting factor when enhanced Fe uptake capacity cannot fulfill the additional Fe demand of P-limited cyanobacteria. Recent studies have greatly deepened our understanding of P-sensing pathways. In addition to its role in phosphate deficiency response, PhoB is now known to regulate secondary metabolite production, pathogenesis, and quorum sensing^57,58^. The development of mycorrhizal symbiosis in land plants is also mediated in a phosphate-dependent manner^59^. In natural environments, cyanobacteria recruit phycospheric bacteria based on their own needs^55,60^. These associated microbes may help to increase the bioavailability of Fe and P, as several bacteria are known to produce ligands or redox-reactive antibiotics to solubilize mineral dust under P-limitation^61,62^. Whether PhoB also promotes Fe/P co-limitation acclimation by controlling the mutualistic interactions between cyanobacteria and their associated microbes warrants further investigation.

Collectively, our results show that phosphorus deficiency increases the fitness of Fe-limited cyanobacteria through a PhoB regulatory network. Bioinformatic analysis confirms that the identified regulatory pathway is likely to be prevalent among cyanobacteria, suggesting its widespread role in acclimation to Fe/P co-limitation. Given the positive effect of P limitation, the constraint of iron deficiency on oceanic primary productivity might be overestimated. The Fe:P supply ratio might be more important in determining biological production than the concentration of either nutrient alone. This could be extremely important for future simulation and modeling, as P limitation is likely to intensify under global warming in both terrestrial and oceanic environments^63,64^.

## Methods

### Culture conditions and general methods

*Synechocystis* sp. PCC 6803 was grown in YBG11 medium at 30 °C under 30 μmol photons m^−2^  s^−1^. In our study, co-limitation was defined as the growth response of *Synechocystis* to simultaneous low Fe and P concentrations, either of which would be growth-limiting alone. We examined the interactive effects of Fe and P limitation on the growth of the *Synechocystis* in four independent treatments: (1) nutrient replete, 175 µM PO_4_^3−^ and 6 µM Fe; (2) P-limited, 3.5 µM PO_4_^3−^ and 6 µM Fe; (3) Fe-limited, 175 µM PO_4_^3−^ and 0 µM Fe (no added Fe); and (4) Fe/P co-limited, 3.5 µM PO_4_^3−^ and 0 µM Fe. Trace amount of Fe could be left in the Fe-limited medium, and the final concentration of EDTA was 16 µM irrespective of Fe conditions. Before transfer into each treatment, *Synechocystis* cells were pre-adapted in PO_4_^3−^-omitted medium for 4 days to deplete intracellular P.

The growth of each sample was determined by flow cytometry (BD FACSVerse), and data analysis was performed using FlowJo software. Specific growth rates were calculated using the equation *µ* = (ln *N*_*1*_ – ln *N*_*0*_)/*t*, where *N* refers to cell numbers and *t* is time in days^17^. The variation in cell size was determined by estimation from the FSC value of FACS data or by measuring diameters of 150 cells at 400 × magnification with an Olympus BX50 microscope. Absorption spectra of cells were measured using a Specord 210 plus spectrophotometer. Chlorophyll *a* content was determined spectrophotometrically at OD_665_ in methanol extracts and calculated with the formula chlorophyll *a* (mg L^−1^) = 12.6 × OD_665_.

### Mutant construction

The mutant was constructed using standard homologous recombination methods^37^. Taking *phoB* knockout mutant as an example, the coding region of *slr0081* was amplified with specific primers, and an EcoRV restriction site was introduced to the middle of the fragment via fusion PCR. After cloning into the pMD18-T vector, the plasmid was digested with EcoRV and then ligated with a kanamycin resistance cassette. The resulting plasmid was used to transform *Synechocystis* 6803. For ChIP-seq analysis, a 3 × Flag tag was fused to the C-terminal of *phoB*, and the resulting fragment was inserted at the native *phoB* locus. The complete segregation of Δ*phoB* and *phoB*-Flag_3_ was confirmed by PCR (Supplementary Fig. 8).

To construct the overexpression strains, genomic fragments harboring *sodB* and *slr1908* genes were amplified by PCR and introduced into the native locus of *slr0168* and *slr2031*, respectively. The genes were expressed under the control of the modified P*psbAII* promoter^65^. Pho regulon-activated strains were constructed as previously described^34^ with some modifications. Briefly, a gene fragment encoding PhoR^T412N^ was introduced into the P*psbAII* expression vector pHS298^65^. The resulting plasmids were transformed into *Synechocystis* 6803, and complete segregation of the mutant was confirmed by PCR (Supplementary Fig. 17). The primers used are listed in Supplementary Table 4, and the resulting plasmids and strains are listed in Supplementary Table 5.

### Measurement of chlorophyll fluorescence

Chlorophyll fluorescence measurements were performed with a WATER-PAM fluorometer (Walz GmbH, Germany). Before measurements, all samples were kept in the dark for 10 min. The maximal fluorescence (F_m_) was measured using illumination with pulses of red saturating light. The maximal PSII quantum yield (*F*_*v*_/*F*_*m*_) was measured and calculated as (*F*_*m*_ − *F*_*0*_)/*F*_*m*_. Relative ETR was determined according to the standard method^66^. The actinic light intensity was increased stepwise from 0 – 1017 μmol photons m^−2^  s^−1^.

### Total RNA extraction and qRT-PCR analyses

Approximately 100 mL of exponential growth cultures were harvested by centrifugation and frozen in liquid nitrogen. Total RNA was extracted using a TRIzol reagent kit (Invitrogen)^37^. The genomic DNA digestion and cDNA synthesis were performed using the PrimeScript reagent gDNA eraser kit (Takara) according to the manufacturer’s instructions. The transcript abundance of each gene was quantified by qRT-PCR using a 7900HT Fast real-time PCR system (Thermo Fisher, USA), and *rnpB* was used as the reference control. All primers used are listed in Supplementary Table 4.

### Protein preparation and immunoblotting analysis

*Synechocystis* cells grown under different nutrient availabilities were collected and resuspended in ice-cold extract buffer (50 mM Mes-NaOH, 10 mM MgCl_2_, 5 mM CaCl_2_, 25% glycerol, pH 6.5). After cell lysis by ultrasonication, the sample was centrifuged at 3000 *g*, 4 °C, for 10 min to remove the debris and unbroken cells, and the supernatant containing the total protein fraction was collected. The crude membranes containing thylakoid membrane proteins were isolated by further centrifugation at 16 000 *g*, 4 °C, for 1 h. After denaturation at 70 °C for 10 min, the proteins were separated by SDS-PAGE and immunoblotted with corresponding antibodies. The hybridized proteins were visualized with alkaline phosphatase-conjugated secondary antibody (Proteintech) with nitro blue tetrazolium (NBT) and 5-bromo-4-chloro-3-indolylphosphate as the substrates. Uncropped scans of blots and gels are provided in Source Data file.

### Determination of ROS content and SOD activity

To determine the intracellular ROS content, 2 mL of cells were collected and resuspended in 2 mL TE buffer (10 mM Tris-base, 1 mM EDTA-Na_2_, 0.5 mM NaCl, pH 8.0). The samples were then incubated with 10 μM DCFH-DA (Sigma-Aldrich) at 30 °C for 1 h^67^. After the incubation, cells were washed twice with fresh medium and finally resuspended in 1 mL of fresh medium. The fluorescence intensity of the samples was determined with an F-4500 fluorescence spectrophotometer (Hitachi, Japan) using 488 nm excitation and detecting emission at 525 nm.

The SOD activity was detected via in-gel activity staining as described previously^68^. Equal amounts of proteins were loaded and separated by native PAGE at 4 °C. The gel was soaked firstly in phosphate buffer (20 mM NaH_2_PO_4_, 20 mM K_2_HPO_4_, pH 7.8) with 2.5 mM NBT for 30 min and then in phosphate buffer containing 28 mM TEMED and 28 mM flavin for another 20 min. After incubation, the gel was rinsed twice with phosphate buffer and then exposed to white light at 100 µmol photons m^−2^  s^−1^. The result was quantified using ImageJ software.

### Determination of intracellular Fe content

Intracellular Fe quota was measured as described previously^37^. Briefly, 100 ml of *Synechocystis* cells grown under different Fe and P availabilities for 4 days were collected and washed twice with MES-EDTA solution (20 mM MES, 10 mM EDTA, pH 5.0) to remove extracellular Fe. Samples were mixed with HNO_3_ and digested at 180 °C for 25 min. The digested materials were diluted with Milli-Q water (18.2 M Ω cm^−1^). Metal quotas were determined using inductively coupled plasma mass spectrometry (Thermos Scientific), and the result was normalized to dry weight.

### Y1H library screening

Transcription factors that could interact with target promoters were identified by the Y1H system^69^. Taking *sodB* as an example, the predicted promoter region of *sodB* was cloned into the pAbAi vector, and the resulting plasmid was transformed into the Y1HGold yeast bait strain. An efficient Y1H library composed only of transcription factors of *Synechocystis* 6803 was transformed into the Y1H Gold strain obtained above, and the pGADT7 empty vector was used as a negative control. Growth of the yeast cells on the −Leu plates with 200 μg L^−1^ aureobasidin A (AbA) indicates potential *pro*-*sodB* interacting transcriptional factors in the cell. Genes encoding putative binding proteins were identified by DNA sequencing, and the interaction between the identified transcription factor and *sodB* promoter was further verified by point-to-point Y1H.

### EMSA

EMSA was performed according to the method described by Xu et al.^69^. DNA fragments containing the promoter region of PhoB targets were amplified with biotin-labeled and unlabeled primers, respectively. The GST-tagged PhoB recombinant protein was produced and purified with a GST binding resin (Novagen)^69^. The binding reactions between DNA and protein were performed in the EMSA-binding buffer (10 mM Tris-HCl, 50 mM KCl, 1 mM DTT, 0.1% BSA, 5% glycerol, pH 7.5), and the unlabeled DNA and poly (dI-dC) were added to exclude unspecific binding. The reaction mixtures were separated on 6% polyacrylamide gels and then electro-blotted onto nylon membranes (Millipore). After UV cross-linking for 10 min, the nylon membranes were soaked with 5% skimmed milk and then incubated with HRP-conjugated streptavidin for 30 min. Biotin-labeled fragments were detected by chemiluminescence.

### Identification of extracellular proteins

About 200 mL liquid culture (OD_730_ = 0.4) was centrifuged at 4 000 *g*, 4 °C, for 10 min, and the supernatant containing the extracellular proteins was collected. The supernatant was filtered through 0.45 µm pore size filters to remove remaining cell debris, and the proteins in the filtrate were further concentrated by ultrafiltration using centrifugal filters with a molecular weight cut-off of 5 kDa (Millipore). The concentrated extracellular proteins were precipitated with 10% trichloroacetic acid at 4 °C overnight and then dissolved in 50 mM ammonium bicarbonate. The protein digestion and mass spectrometry analysis were performed as described previously^70^. LC-MS/MS spectra were searched against the protein database of *Synechocystis* in UniProt (https://www.uniprot.org/) using the Proteome discoverer 2.1 software. The FDR (false discovery rate) parameter was set to 0.05 for protein identification.

### Sample preparation and transcriptomic analysis

Triplicate cultures of *Synechocystis* grown under different Fe and P availabilities were collected and quickly frozen in liquid nitrogen. Total RNA was extracted using TRIzol Reagent according to the manufacturer’s instructions (Invitrogen). RNA samples were quantified using an ND-2000 spectrophotometer (NanoDrop) and sent to the Majorbio Co. Ltd. for library preparation and 150-bp paired-end sequencing on an Illumina HiSeq×TEN sequencer. Bioinformatics analysis was performed using a cloud platform (www.majorbio.com) based on the data generated by the Illumina platform. RSEM was used to quantify gene and isoform abundances. The TPM method was used to calculate gene expression levels. Differentially expressed genes were identified by using the DESeq2 packages (http://bioconductor.org/packages/release/bioc/html/DESeq2.html). The complete transcriptome results are summarized in Supplementary Data 2, and genes specifically different expressed under −Fe−P were listed in Supplementary Data 3.

### ChIP seq

The *phoB*-FLAG_3_ strains were grown in phosphate omitted medium to an OD_730_ of 0.5 and then cross-linked by 1% formaldehyde treatment for 15 min at room temperature, followed by quenching with 125 mM glycine. Sample preparation for ChIP-Seq was performed as previously described^71^, and libraries were prepared from two biological replicates. 

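The peak lists of the 2 replicates were compared by position. In replicate 1, 813 of 1100 peaks (73.9%) overlapped a peak of replicate 2 by at least 1 bp, and in replicate 2, 864 of 996 peaks (86.7%) overlapped a peak of replicate 1. When the peaks of replicate 2 were rotated around each sequence by a random offset 10000 times, a mean of 373 peaks of replicate 1 (33.9%) were shared, and the largest number was 769 (one-sided permutation test, p = 0.0001, the smallest that this number of rotations can give). The highest coordinate listed on a sequence was taken as its length. Requiring the peak centres to lie within 200 bp of each other moved the overlap most among the definitions of a shared peak, to 640 peaks of replicate 1 (58.2%). Peak heights were compared across 792 pairs of best overlapping peaks. Spearman's rho was 0.864 and Pearson's r of the log2 heights was 0.889 (two-sided permutation tests, p = 1e-05 for both, the smallest that 100000 permutations can give). These correlations run across peaks, which are not independent replicates. The height was greater in replicate 1 for 768 of the 792 pairs, with a median ratio of 1.49 (5th to 95th percentile, 1.05 to 1.93), while replicate 1 had 1.04 times the mapped reads of replicate 2. All 24 peaks enriched over 5-fold in the annotated list had their summit inside a peak of both replicates, as did all 291 peaks of 2-fold to 5-fold, so that this does not show 5-fold enrichment in either replicate.

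**Figure D2:**
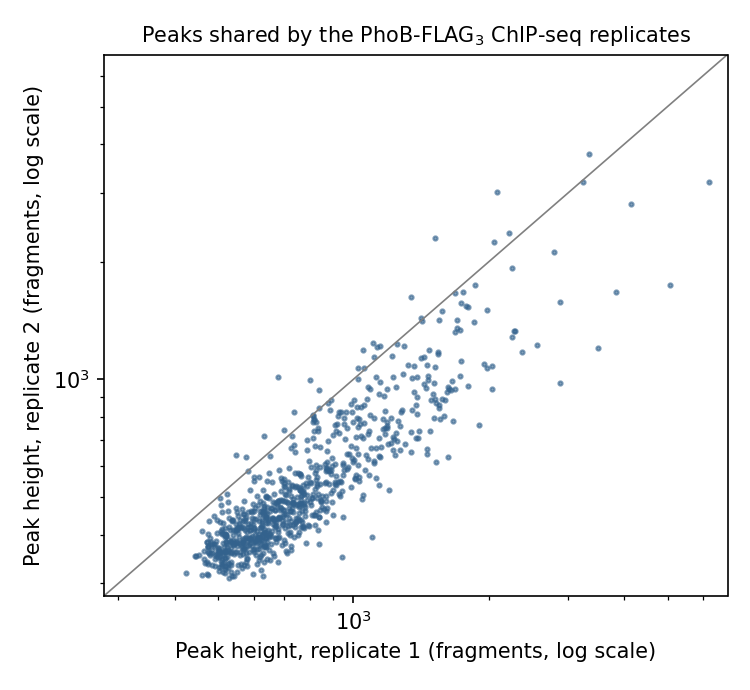
Peak height in replicate 1 (x axis, fragments) against replicate 2 (y axis, fragments), both on log scales, for the 792 pairs of overlapping peaks; each point is a pair and the line marks equal heights. In 768 pairs the point lies below the line, toward replicate 1.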

The library sequencing was performed with Illumina NovaSeq 6000 by IGENEBOOK Biotechnology Co. Ltd. The MACS2 program (version 2.1.1.20160309) was used for peak calling, and the data were visualized by IGV (version 2.16.0).

### In silico analysis of Pho regulon

The expression and distribution of cyanobacterial *sods* in the surface ocean were determined by analyzing their presence in the global marine TARA metagenome and metatranscriptome datasets^31^. The reference proteins of each SOD isoform were chosen from that of representative species (*sodN* in *Synechococcus* sp. WH8102, *sodC* in *Synechococcus* sp. WH7803, and *sodB* in *Synechocystis* sp. PCC 6803), and the reads recruitment was performed using a cut-off *E*-value < 10^−10^. The source data are provided as a Source Data file.

The conserved PhoB binding motif was extracted from promoter sequences of experimentally verified PhoB target genes using the MEME Suite web server (version 5.5.3; default parameters)^72^. The result was presented as a logo generated by Weblogo (https://weblogo.berkeley.edu/logo.cgi). FIMO web server was utilized to scan for the possible PhoB binding sites with the motif constructed above^72^. The promoter sequences of *sods* and porin genes were extracted from genomes of *Crocosphaera watsonii* WH8501, *Microcystis aeruginosa* NIES-843, *Prochlorococcus marinus* MED4, *Prochlorococcus* sp. MIT9301, *Prochlorococcus* sp. MIT9312, *Prochlorococcus* sp. MIT9313, *Synechococcus* sp. CC9605, *Synechococcus* sp. PCC 7002, *Synechococcus* WH7803, *Synechococcus* WH8102, and *Trichodesmium erythraeum* IMS101.

### Statistical analyses

Unless noted otherwise, all experiments were carried out with at least three independent replicates. The statistical calculations were performed using Origin 2021 (Originlab) software. Tukey’s honest significant difference (HSD) test was used to compare mean values of various treatments, and the difference was considered statistically significant when the test yielded a *P*-value < 0.05. The *t-*test was conducted to assay the statistical significance of the difference between the means of two independent groups. Statistical analyses of meta-omics data were tested by Kruskal-Wallis ANOVA.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

Data supporting the findings of this work are available in the Supplementary Data and Source Data files. The transcriptomic data generated in this study have been deposited in NCBI SRA database under the accession code PRJNA1080180. The ChIP-Seq data have been deposited in NCBI GEO database under the accession code GSE260812. The proteomics data have been deposited to the ProteomeXchange Consortium under accession code PXD050522. TARA metagenomes and metatranscriptomes were analyzed using the Ocean Gene Atlas portal [https://tara-oceans.mio.osupytheas.fr/ocean-gene-atlas/], and the data generated in this study were provided in the Source Data file. Source data are provided with this paper.

## References

[1] Moore CM (2013). Processes and patterns of oceanic nutrient limitation. Nat. Geosci..

[2] Browning TJ (2017). Nutrient co-limitation at the boundary of an oceanic gyre. Nature.

[3] Duhamel S (2021). Phosphorus as an integral component of global marine biogeochemistry. Nat. Geosci..

[4] Nussaume L, Desnos T (2022). ‘Je t’aime moi non plus’: a love-hate relationship between iron and phosphate. Mol. Plant.

[5] Shaked Y (2023). Co-acquisition of mineral-bound iron and phosphorus by natural *Trichodesmium* colonies. Limnol. Oceanogr..

[6] Behrenfeld MJ, Kolber ZS (1999). Widespread iron limitation of phytoplankton in the south pacific ocean. Science.

[7] Boyd PW (2007). Mesoscale iron enrichment experiments 1993-2005: Synthesis and future directions. Science.

[8] Wu J, Sunda W, Boyle EA, Karl DM (2000). Phosphate depletion in the western north Atlantic ocean. Science.

[9] Mills MM, Ridame C, Davey M, La Roche J, Geider RJ (2004). Iron and phosphorus co-limit nitrogen fixation in the eastern tropical North Atlantic. Nature.

[10] Held NA (2020). Co-occurrence of Fe and P stress in natural populations of the marine diazotroph *Trichodesmium*. Biogeosciences.

[11] Wen Z (2022). Nutrient regulation of biological nitrogen fixation across the tropical western North Pacific. Sci. Adv..

[12] North RL, Guildford SJ, Smith REH, Havens SM, Twiss MR (2007). Evidence for phosphorus, nitrogen, and iron colimitation of phytoplankton communities in lake Erie. Limnol. Oceanogr..

[13] Robe K, Izquierdo E, Vignols F, Rouached H, Dubos C (2021). The coumarins: secondary metabolites playing a primary role in plant nutrition and health. Trends Plant Sci..

[14] Hou E (2020). Global meta-analysis shows pervasive phosphorus limitation of aboveground plant production in natural terrestrial ecosystems. Nat. Commun..

[15] Garcia NS, Fu F, Sedwick PN, Hutchins DA (2015). Iron deficiency increases growth and nitrogen-fixation rates of phosphorus-deficient marine cyanobacteria. ISME J..

[16] Walworth NG (2016). Mechanisms of increased *Trichodesmium* fitness under iron and phosphorus co-limitation in the present and future ocean. Nat. Commun..

[17] Yang N (2022). Molecular mechanisms underlying iron and phosphorus co-limitation responses in the nitrogen-fixing cyanobacterium *Crocosphaera*. ISME J..

[18] Raven JA (1998). The twelfth tansley lecture. Small is beautiful: the picophytoplankton. Funct. Ecol..

[19] Sunda WG, Hardison DR (2010). Evolutionary tradeoffs among nutrient acquisition, cell size, and grazing defense in marine phytoplankton promote ecosystem stability. Mar. Ecol. Prog. Ser..

[20] Marañón E (2013). Unimodal size scaling of phytoplankton growth and the size dependence of nutrient uptake and use. Ecol. Lett..

[21] Bec B, Collos Y, Vaquer A, Mouillot D, Souchu P (2008). Growth rate peaks at intermediate cell size in marine photosynthetic picoeukaryotes. Limnol. Oceanogr..

[22] Raven JA (1994). Why are there no picoplanktonic O_2_ evolvers with volumes less than 10^−19^ m^3^?. J. Plankton Res..

[23] Flombaum P (2013). Present and future global distributions of the marine cyanobacteria *Prochlorococcus* and *Synechococcus*. Proc. Natl Acad. Sci. USA.

[24] Nam HI (2021). Interdependent iron and phosphorus availability controls photosynthesis through retrograde signaling. Nat. Commun..

[25] Huflejt E (1986). Hydroperoxide metabolism in cyanobacteria. Arch. Biochem. Biophys..

[26] Pérez-Pérez ME, Mata-Cabana A, Sánchez-Riego AM, Lindahl M, Florencio FJ (2009). A comprehensive analysis of the peroxiredoxin reduction system in the cyanobacterium *Synechocystis* sp. strain PCC 6803 reveals that all five peroxiredoxins are thioredoxin dependent. J. Bacteriol..

[27] Riediger M, Hernández-Prieto MA, Song K, Hess WR, Futschik ME (2021). Genome-wide identification and characterization of Fur-binding sites in the cyanobacteria *Synechocystis* sp. PCC 6803 and PCC 6714. DNA Res..

[28] Latifi A, Ruiz M, Zhang CC (2009). Oxidative stress in cyanobacteria. FEMS Microbiol. Rev..

[29] Boden JS, Konhauser KO, Robbins LJ, Sánchez-Baracaldo P (2021). Timing the evolution of antioxidant enzymes in cyanobacteria. Nat. Commun..

[30] Qiu BS, Price NM (2009). Different physiological responses of four marine *Synechococcus* strains (cyanophyceae) to nickel starvation under iron-replete and iron-deplete conditions. J. Phycol..

[31] Vernette C (2022). The Ocean Gene Atlas v2.0: online exploration of the biogeography and phylogeny of plankton genes. Nucleic Acids Res..

[32] Thomas DJ, Avenson TJ, Thomas JB, Herbert SK (1998). A cyanobacterium lacking iron superoxide dismutase is sensitized to oxidative stress induced with methyl viologen but is not sensitized to oxidative stress induced with norflurazon. Plant Physiol..

[33] Suzuki S, Ferjani A, Suzuki I, Murata N (2004). The SphS-SphR two component system is the exclusive sensor for the induction of gene expression in response to phosphate limitation in *Synechocystis*. J. Biol. Chem..

[34] Juntarajumnong W, Hirani TA, Simpson JM, Incharoensakdi A, Eaton-Rye JJ (2007). Phosphate sensing in *Synechocystis* sp. PCC 6803: SphU and the SphS-SphR two-component regulatory system. Arch. Microbiol..

[35] Fitzgerald DM, Stringer AM, Smith C, Lapierre P, Wadea JT (2023). Genome-wide mapping of the *Escherichia coli* PhoB regulon reveals many transcriptionally inert, intragenic binding sites. mBio.

[36] Riediger M (2019). Biocomputational analyses and experimental validation identify the regulon controlled by the redox-responsive transcription factor RpaB. iScience.

[37] Qiu GW (2021). A unique porin meditates iron-selective transport through cyanobacterial outer membranes. Environ. Microbiol..

[38] Su Z, Olman V, Xu Y (2007). Computational prediction of Pho regulons in cyanobacteria. BMC Genom..

[39] Linhartová I (2010). RTX proteins: a highly diverse family secreted by a common mechanism. FEMS Microbiol. Rev..

[40] Balashova NV, Diaz R, Balashov SV, Crosby JA, Kachlany SC (2006). Regulation of *Aggregatibacter* (*Actinobacillus*) *actinomycetemcomitans* leukotoxin secretion by iron. J. Bacteriol..

[41] Carstensen A (2018). The impacts of phosphorus deficiency on the photosynthetic electron transport chain. Plant Physiol..

[42] Tetu SG (2009). Microarray analysis of phosphate regulation in the marine cyanobacterium *Synechococcus* sp. WH8102. ISME J..

[43] Feng TY (2015). Examination of metabolic responses to phosphorus limitation via proteomic analyses in the marine diatom *Phaeodactylum tricornutum*. Sci. Rep..

[44] Misson J (2005). A genome-wide transcriptional analysis using *Arabidopsis thaliana* Affymetrix gene chips determined plant responses to phosphate deprivation. Proc. Natl Acad. Sci. USA.

[45] Herbert SK, Samson G, Fork DC, Laudenbach DE (1992). Characterization of damage to photosystems I and II in a cyanobacterium lacking detectable iron superoxide dismutase activity. Proc. Natl Acad. Sci. USA.

[46] Georg J (2017). Acclimation of oxygenic photosynthesis to iron starvation is controlled by the sRNA IsaR1. Curr. Biol..

[47] Browning TJ (2017). Iron limitation of microbial phosphorus acquisition in the tropical North Atlantic. Nat. Commun..

[48] Zheng L (2009). Physiological and transcriptome analysis of iron and phosphorus interaction in rice seedlings. Plant Physiol..

[49] Cerdan-Garcia E (2022). Transcriptional responses of *Trichodesmium* to natural inverse gradients of Fe and P availability. ISME J..

[50] Letelier RM (2019). Climate-driven oscillation of phosphorus and iron limitation in the North Pacific Subtropical Gyre. Proc. Natl Acad. Sci. USA.

[51] Wang S (2022). Colonies of the marine cyanobacterium *Trichodesmium* optimize dust utilization by selective collection and retention of nutrient-rich particles. iScience.

[52] Laulhere JP, Laboure AM, Van Wuytswinkel O, Gagnon J, Briat JF (1992). Purification, characterization and function of bacterioferritin from the cyanobacterium *Synechocystis* PCC 6803. Biochem. J..

[53] Bournier M (2013). *Arabidopsis* ferritin 1 (AtFer1) gene regulation by the phosphate starvation response 1 (AtPHR1) transcription factor reveals a direct molecular link between iron and phosphate homeostasis. J. Biol. Chem..

[54] Krynická V (2019). Depletion of the FtsH1/3 proteolytic complex suppresses the nutrient stress response in the cyanobacterium *Synechocystis* sp strain PCC 6803. Plant Cell..

[55] Qiu GW, Koedooder C, Qiu BS, Shaked Y, Keren N (2022). Iron transport in cyanobacteria—from molecules to communities. Trends Microbiol..

[56] Karl DM (2014). Microbially mediated transformations of phosphorus in the sea: New views of an old cycle. Annu. Rev. Mar. Sci..

[57] Santos-Beneit F (2015). The Pho regulon: a huge regulatory network in bacteria. Front. Microbiol..

[58] Sola-Landa A, Moura RS, Martin JF (2003). The two-component PhoR-PhoP system controls both primary metabolism and secondary metabolite biosynthesis in *Streptomyces lividans*. Proc. Natl Acad. Sci. USA.

[59] Shi J (2021). A phosphate starvation response-centered network regulates mycorrhizal symbiosis. Cell.

[60] Zhao L (2023). The facilitating role of phycospheric heterotrophic bacteria in cyanobacterial phosphonate availability and *Microcystis* bloom maintenance. Microbiome.

[61] Romano S, Bondarev V, Kölling M, Dittmar T, Schulz-Vogt HN (2017). Phosphate limitation triggers the dissolution of precipitated iron by the marine bacterium *Pseudovibrio* sp. FO-BEG1. Front. Microbiol..

[62] Mcrose DL, Newman DK (2021). Redox-active antibiotics enhance phosphorus bioavailability. Science.

[63] Tian Y (2023). Long-term soil warming decreases microbial phosphorus utilization by increasing abiotic phosphorus sorption and phosphorus losses. Nat. Commun..

[64] Doney SC (2006). Plankton in a warmer world. Nature.

[65] Jiang HB, Lou WJ, Du HY, Price NM, Qiu BS (2012). Sll1263, a unique cation diffusion facilitator protein that promotes iron uptake in the cyanobacterium *Synechocystis* sp. strain PCC 6803. Plant Cell Physiol..

[66] Xu M (2008). Properties of mutants of *Synechocystis* sp. strain PCC 6803 lacking inorganic carbon sequestration systems. Plant Cell Physiol..

[67] Qiu GW, Lis H, Qiu BS, Keren N (2021). Long-term iron deprivation and subsequent recovery uncover heterogeneity in the response of cyanobacterial populations. Environ. Microbiol..

[68] Ke WT, Dai GZ, Jiang HB, Zhang R, Qiu BS (2014). Essential roles of iron superoxide dismutase in photoautotrophic growth of *Synechocystis* sp. PCC 6803 and heterogeneous expression of marine *Synechococcus* sp. CC9311 copper/zinc superoxide dismutase within its *sodB* knockdown mutant. Microbiology.

[69] Xu HF (2022). Coevolution of tandemly repeated hlips and RpaB-like transcriptional factor confers desiccation tolerance to subaerial *Nostoc* species. Proc. Natl Acad. Sci. USA.

[70] Xu C (2022). Global landscape of native protein complexes in *Synechocystis* sp. PCC 6803. Genom. Proteom. Bioinforma..

[71] Stringer AM (2014). Genome-scale analyses of *Escherichia coli* and *Salmonella enterica* AraC reveal noncanonical targets and an expanded core regulon. J. Bacteriol..

[72] Bailey TL (2009). MEME Ssite: tools for motif discovery and searching. Nucleic Acids Res..

# Supplementary material for: Phosphorus deficiency alleviates iron limitation in Synechocystis cyanobacteria through direct PhoB-mediated gene regulation
**Source:** Nat Commun. 2024 May 24;15:4426. doi: 10.1038/s41467-024-48847-4
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

**Phosphorus deficiency alleviates iron limitation in *Synechocystis* cyanobacteria  
through direct PhoB-mediated gene regulation**

Guo-Wei Qiu, Wen-Can Zheng, Hao-Ming Yang, Yu-Ying Wang, Xing Qi, Da Huang,  
Guo-Zheng Dai, Huazhong Shi, Neil M. Price & Bao-Sheng Qiu

**This file includes**

**Supplementary Figures 1 to 19 and Supplementary Tables 1 to 5.**

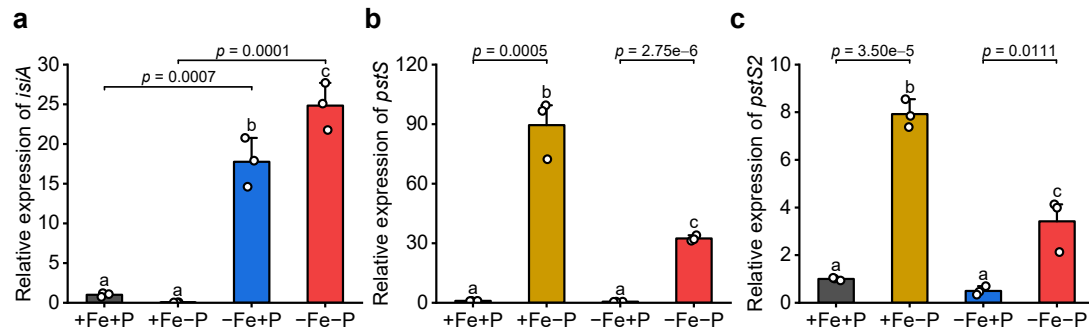

**Supplementary Fig. 1 qRT-PCR analysis confirming the -Fe-P samples were co-limited with iron and phosphorus.** The *isiA* (a) and *pstS* genes (b-c) were chosen as biomarkers to indicate Fe and P limitation. Data shown are mean  $\pm$  SD of three independent biological replicates, and the results were normalized to the transcript levels measured under +Fe+P conditions. Letters above bars indicate statistical significance ( $P < 0.05$ ) calculated by one-way ANOVA across all treatments. Line segments and corresponding  $P$ -values represent statistical significance calculated by two-sided Student's  $t$  test. The primers used here are listed in Supplementary Table 4. Source data are provided as a Source Data file.

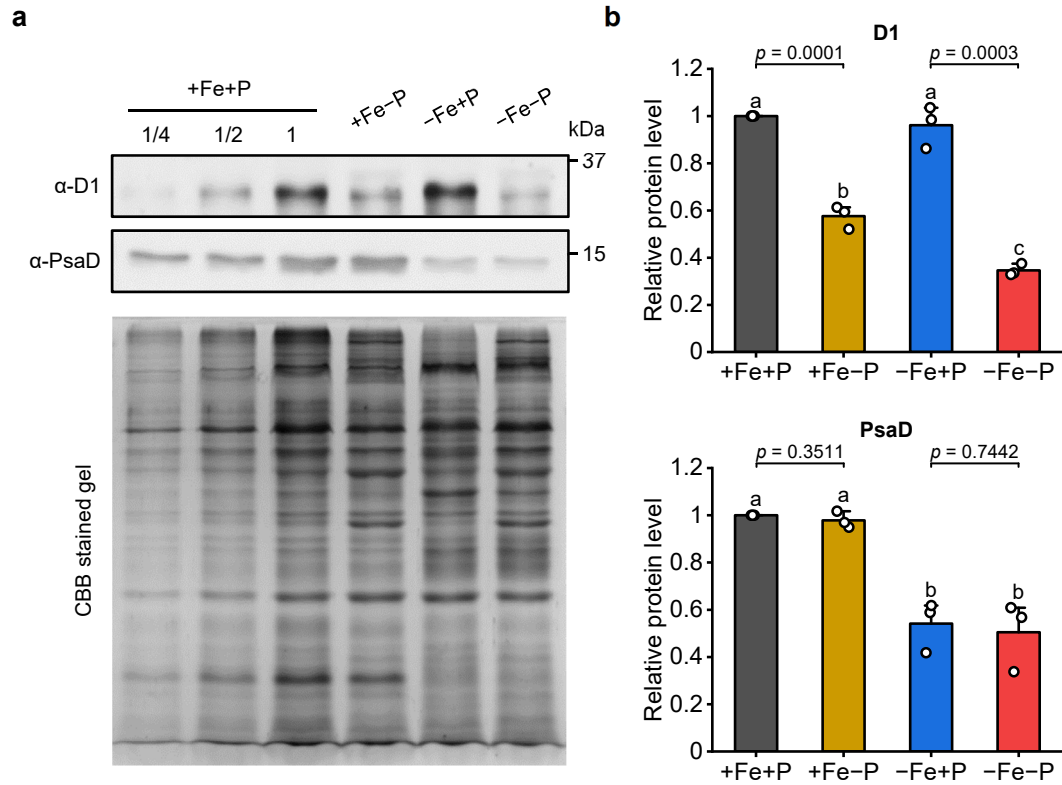

**Supplementary Fig. 2 The variation of PSI and PSII content of *Synechocystis* grown under different iron and phosphorus availabilities.** **a** Analysis of thylakoid membrane protein accumulation in *Synechocystis* after four days of growth under +Fe+P, +Fe-P, -Fe+P, and -Fe-P conditions. Membrane proteins of +Fe+P (with series of dilution for protein loading, 10  $\mu$ g [one-quarter dilution], 20  $\mu$ g [half dilution], and 40  $\mu$ g [1, without dilution], respectively), +Fe-P (40  $\mu$ g), -Fe+P (40  $\mu$ g), and -Fe-P (40  $\mu$ g) samples were separated by SDS-PAGE and probed with specific antisera. Similar results were obtained from three independent biological replicates. **b** Proteins immunodetected from (a) were quantified with ImageJ software. Data shown are mean  $\pm$  SD of three independent biological replicates and values are given relative to protein levels of +Fe+P samples. Letters above bars indicate statistical significance ( $P < 0.05$ ) calculated by one-way ANOVA across all treatments. Line segments and corresponding  $P$ -values represent statistical significance calculated by two-sided Student's  $t$  test. Source data are provided as a Source Data file.

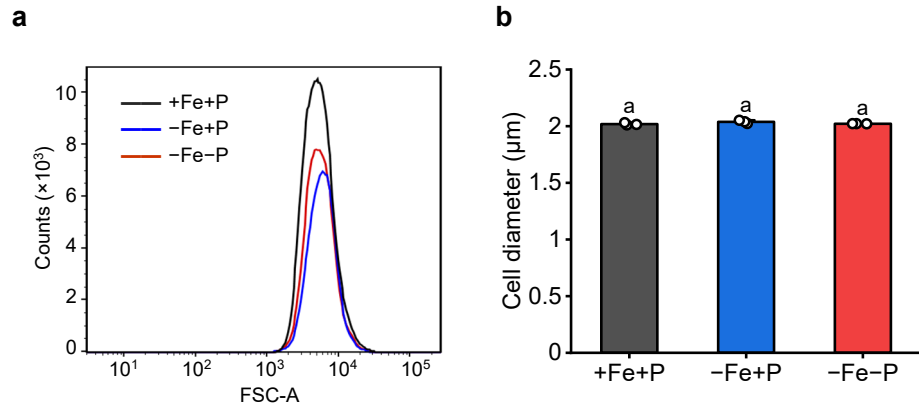

**Supplementary Fig. 3 Cell size determined by flow cytometry.** **a** The cell size of *Synechocystis* was indicated as the intensity of forward scatter (FSC). Data shown are from representative sample of three independent biological replicates. **b** The diameter of cells was estimated from linear extrapolation: cell size ( $\mu\text{m}$ ) =  $3 + (F_c - F_3)/(F_3 - F_2)$ , where  $F_c$ ,  $F_2$ , and  $F_3$  represent the FSC peak intensities of the cells, 2  $\mu\text{m}$  bead, and 3  $\mu\text{m}$  bead, respectively. Data shown are mean  $\pm$  SD of three independent biological replicates. Letters above bars indicate statistical significance ( $P < 0.05$ ) calculated by one-way ANOVA across all treatments. Source data are provided as a Source Data file.

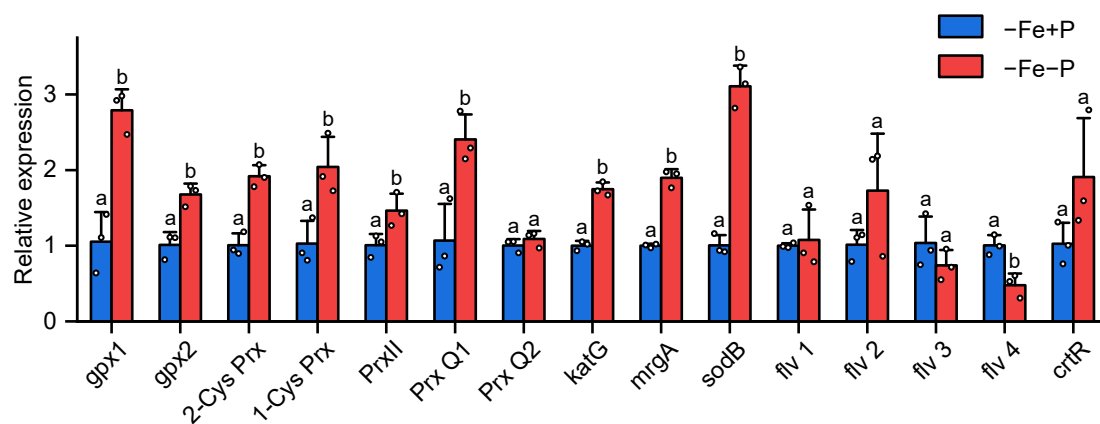

**Supplementary Fig. 4 The transcript levels of the genes controlling ROS homeostasis in *Synechocystis*.** The expression patterns of the genes encoding glutaredoxins (Gpx1 and Gpx2), thioredoxin (1-Cys Prx, 2-Cys Prx, PrxII, Prx Q1, and Prx Q2), catalase-peroxidase (KatG), superoxide dismutase (SodB), DNA binding protein (MrgA), flavodiiron proteins (Flv1-4), and carotenoid hydroxylase (CrtR) were analyzed by qRT-PCR. Data shown are mean  $\pm$  SD of three independent biological replicates, and the results were normalized to the transcript levels measured under  $-Fe+P$  conditions. The different letters above the bars represent statistical significance ( $P < 0.05$ , two-sided Student's  $t$  test). The primers used here are listed in Supplementary Table 4. Source data are provided as a Source Data file.

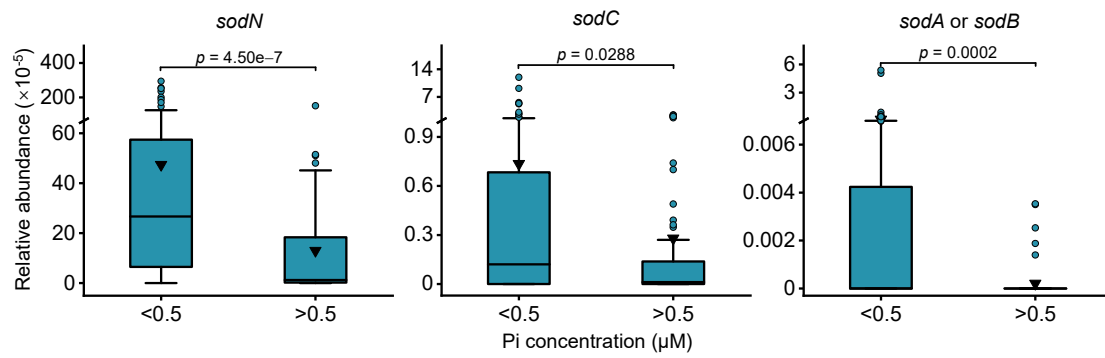

**Supplementary Fig. 5 Metatranscriptomic abundance of *sods* under different Pi concentrations.** Whisker box plots show the transcript abundance of different *sods* isoforms from global marine TARA datasets. Data are presented by Pi concentrations. The abundance of each *sod* was calculated by dividing the sum of the abundances of their homologs by the sum of total gene abundance from all reads in the sample. The whiskers extend to 1.5× the interquartile range beyond the first and third quartiles (boxes). Exclusive median (line), average (triangle), and atypical values (circles) are also indicated. Line segments and corresponding *P*-values represent statistical significance calculated by Mann-Whitney *U* test. Source data are provided as a Source Data file.

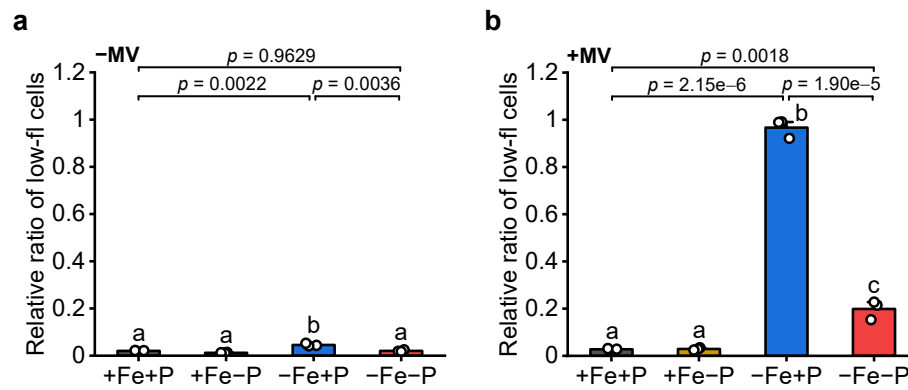

**Supplementary Fig. 6 Quantification of the ratio of low-fl cells before and after MV treatment.** The change of auto-fluorescence intensity of *Synechocystis* cells grown in the absence (**a**) and presence (**b**) of 0.3  $\mu$ M MV was analyzed by flow cytometry, and the gating was performed as described in Fig. 4b. Data shown are mean  $\pm$  SD of three independent biological replicates. Letters above bars indicate statistical significance ( $P < 0.05$ ) calculated by one-way ANOVA across all treatments. Line segments and corresponding  $P$ -values represent statistical significance calculated by two-sided Student's  $t$  test. Source data are provided as a Source Data file.

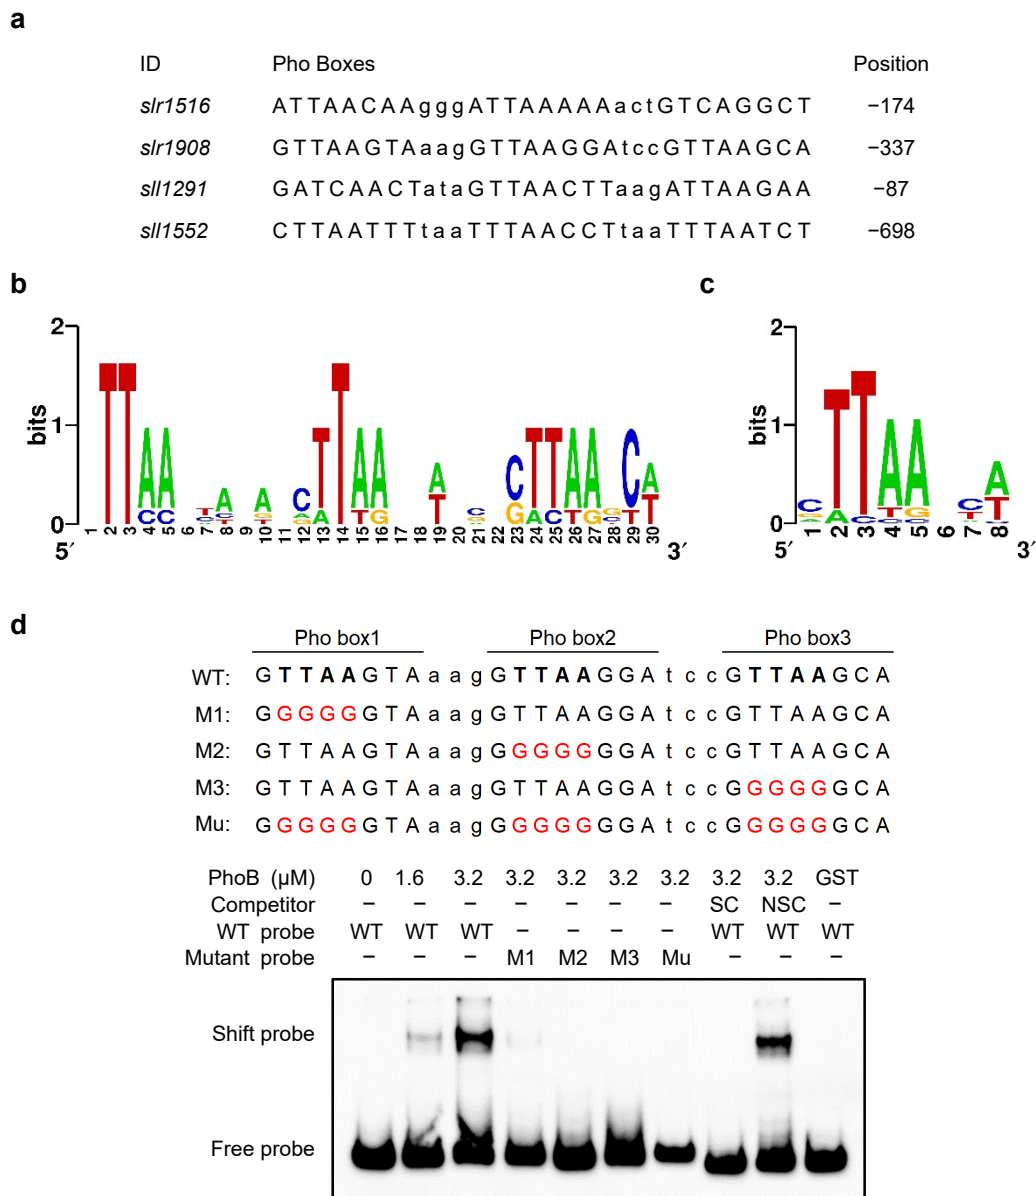

**Supplementary Fig. 7 Identification of PhoB binding sequence.** **a** A conserved motif containing three 8 bp tandem repeats with two 3 bp linkers was found in the promoter regions of the newly identified PhoB regulons. Each of the repeats fits well with the consensus sequences of Pho boxes (CTTAACCT). **b** An upgraded PhoB binding motif generated by the Weblogo server based on the promoter sequences of the experimentally verified PhoB targets. **c** Logo representation of the profile of the combined putative Pho boxes of the three tandem repeats shown in panel (b). **d** Binding to the TTA motif was verified by a standard EMSA. Mutated *slr1908* promoter are shown on the top. Similar results were obtained from two independent experiments.

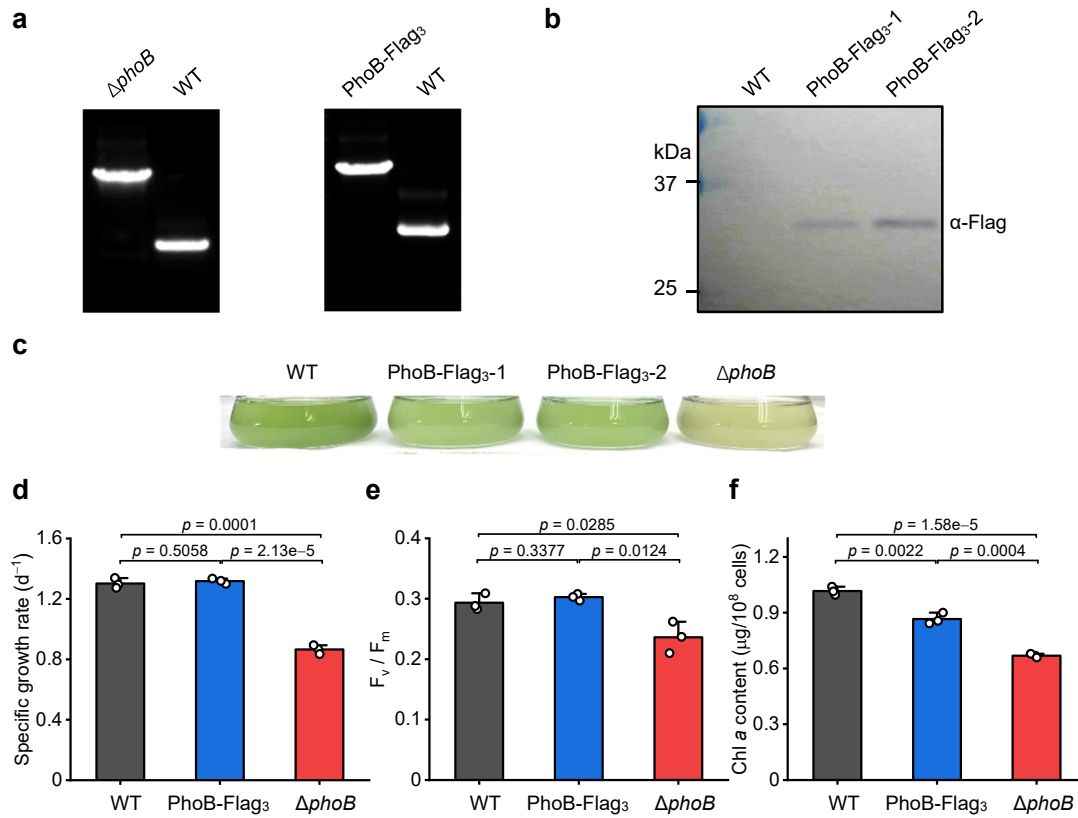

**Supplementary Fig. 8 Characterization of  $\Delta phoB$  and *phoB*-Flag<sub>3</sub> strains.** **a** PCR results demonstrating that the two strains were completely segregated. The primers used here are listed in Supplementary Table 4. **b** Western blotting analysis showing that the PhoB-Flag<sub>3</sub> protein could be specifically recognized by the anti-Flag monoclonal antibodies (Sigma). **c** Image of different *Synechocystis* strains after four days of growth under P-limited conditions. The experiment was repeated with similar results three times. The two *phoB*-Flag<sub>3</sub> cultures present here are biological replicates that were used for ChIP-seq analysis. **d-f** Growth rates (**d**),  $F_v/F_m$  values (**e**), and chlorophyll *a* contents (**f**) of the WT, *phoB*-Flag<sub>3</sub>, and  $\Delta phoB$  strains after four days of growth under P-limitation. Data shown are measured from three independent biological replicates. Letters above bars indicate statistical significance ( $P < 0.05$ ) calculated by one-way ANOVA across all treatments. Line segments and corresponding *P*-values represent statistical significance calculated by two-sided Student's *t* test. Source data are provided as a Source Data file.

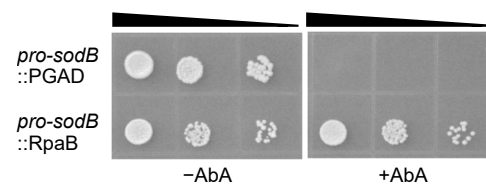

**Supplementary Fig. 9 Verification of the interaction between RpaB and the promoter of *sodB*.** The interaction between the *cis*-acting element *pro-sodB* and RpaB was demonstrated by Y1H assay.

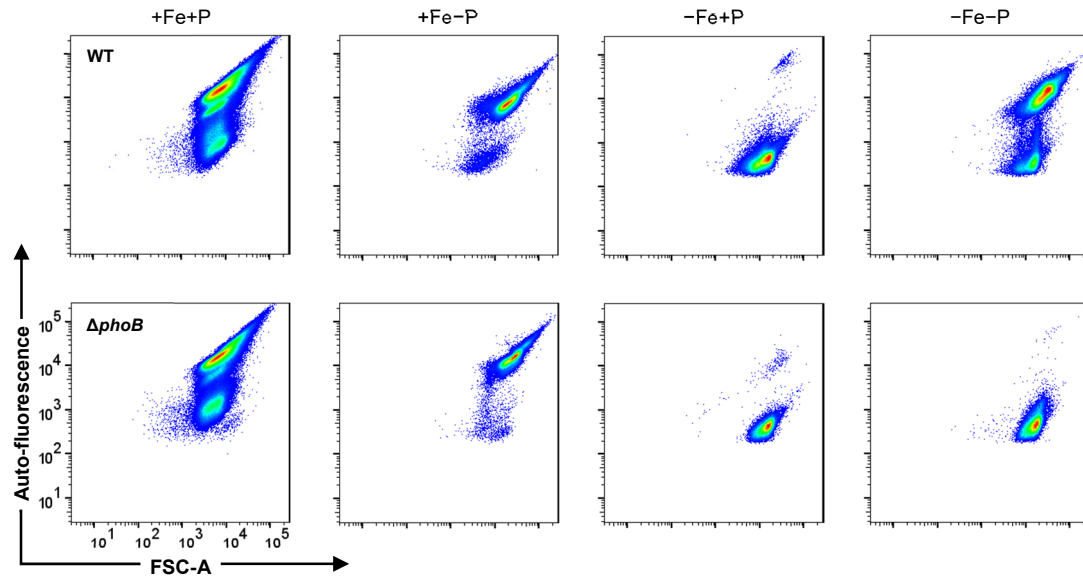

**Supplementary Fig. 10** Flow cytometry scatterplots of *Synechocystis* cells under MV treatment. 0.3  $\mu$ M MV was added into the growth medium to induce  $O_2^-$  generation, and the change of auto-fluorescence intensity of *Synechocystis* cells was analyzed by flow cytometry. Data shown are from representative sample of three independent biological replicates. FSC, forward scatter.

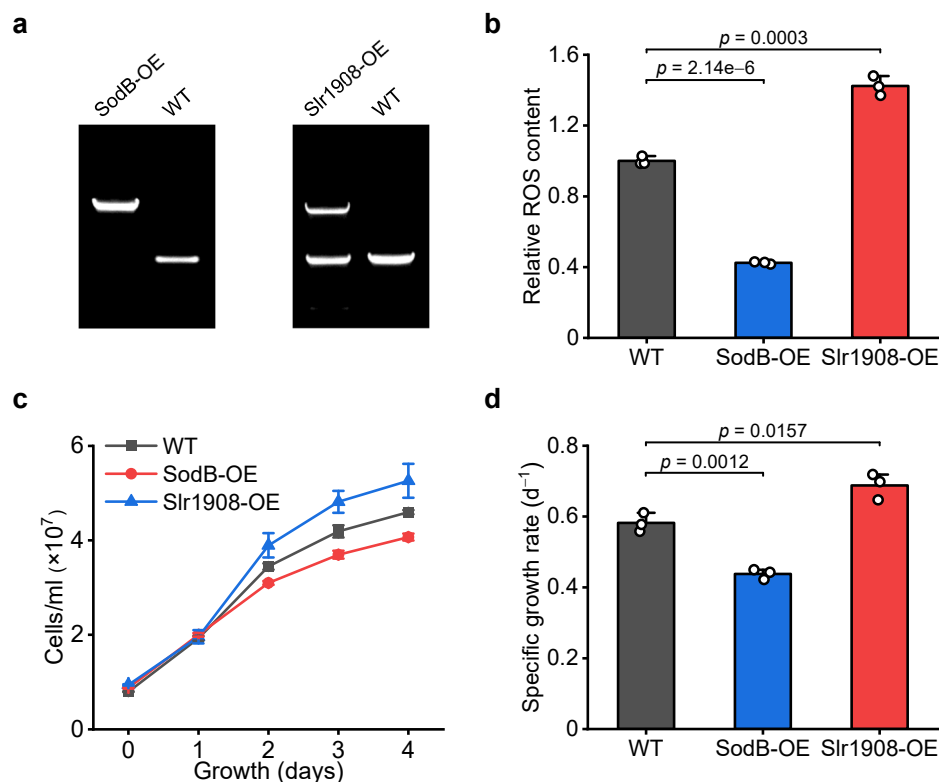

**Supplementary Fig. 11 Physiological characterization of SodB-OE and Slr1908-OE strains in *Synechocystis* 6803.** **a** The segregation of SodB-OE and Slr1908-OE strains was analyzed by PCR. The primers used here are listed in Supplementary Table 4. **b** The intracellular ROS accumulation of *Synechocystis* strains after four days of growth under Fe limitation. Values are mean  $\pm$  SD of three independent biological replicates, and the results were normalized to the ROS level of WT. **c** The growth curve of WT, SodB-OE, and Slr1908-OE strains under Fe-limited conditions. Values are mean  $\pm$  SD of three independent biological replicates. **d** Growth rates of WT, SodB-OE, and Slr1908-OE strains grown under Fe-limited conditions. Values are mean  $\pm$  SD of three independent biological replicates. Line segments and corresponding  $P$ -values represent statistical significance calculated by two-sided Student's  $t$  test. Source data are provided as a Source Data file.

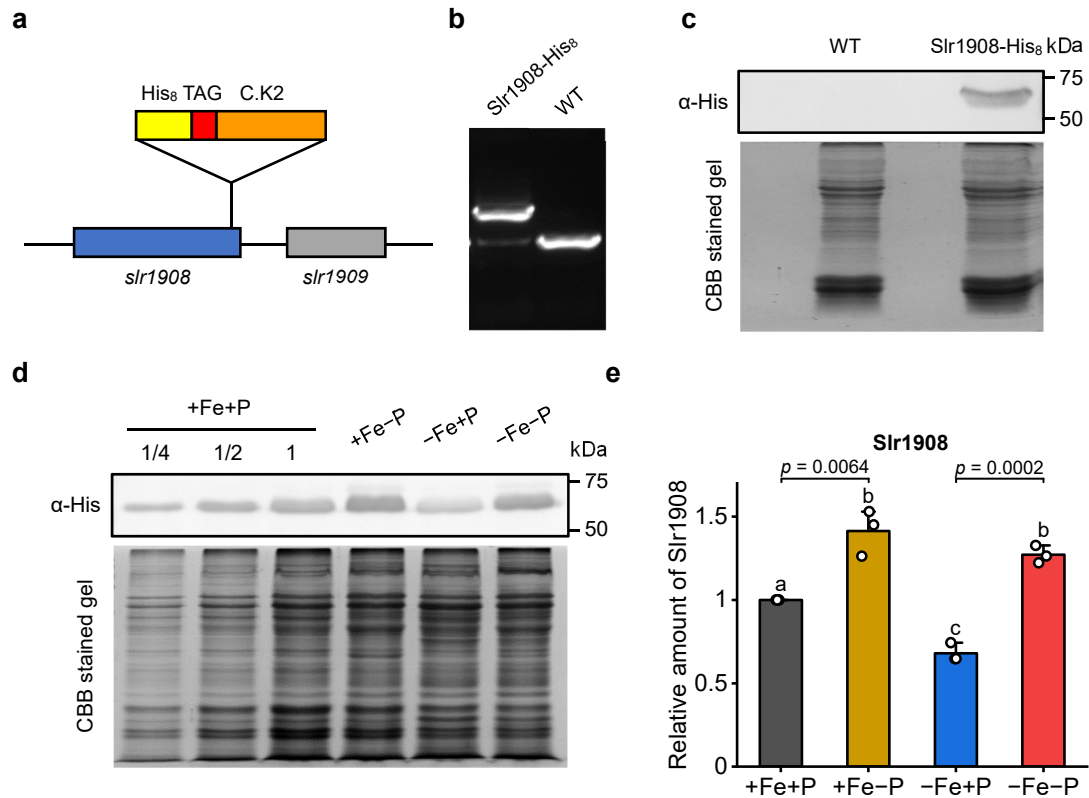

**Supplementary Fig. 12 Quantification of the protein content of Slr1908 under different Fe and P availabilities.**

**a** To probe the expression of Slr1908 at protein level, a C-terminal 8×His tag was introduced at the native *slr1908* locus, and the kanamycin resistance fragment (C.K2) was used as a selectable marker. **b** The segregation of Slr1908-His<sub>8</sub> strains was analyzed by PCR. The primers used here are listed in Supplementary Table 4. **c** Western blotting analysis showing that the Slr1908-His<sub>8</sub> protein could be specifically recognized by the anti-His monoclonal antibodies (Proteintech). **d** Analysis of Slr1908 accumulation in Slr1908-His<sub>8</sub> strains after four days of growth under +Fe+P, +Fe-P, -Fe+P, and -Fe-P conditions. The total proteins of +Fe+P (with series of dilution for protein loading, 5 µg [one-quarter dilution], 10 µg [half dilution], and 20 µg [1, without dilution], respectively), +Fe-P (20 µg), -Fe+P (20 µg), and -Fe-P (20 µg) samples were separated by SDS-PAGE and probed with anti-His monoclonal antibodies. Similar results were obtained from three independent biological replicates. **e** Proteins immunodetected from (d) were quantified with ImageJ software. Data shown are mean ± SD of three independent biological replicates and values are given relative to protein levels of +Fe+P samples. Letters above bars indicate statistical significance ( $P < 0.05$ ) calculated by one-way ANOVA across all treatments. Line segments and corresponding  $P$ -values represent statistical significance calculated by two-sided Student's  $t$  test. Source data are provided as a Source Data file.

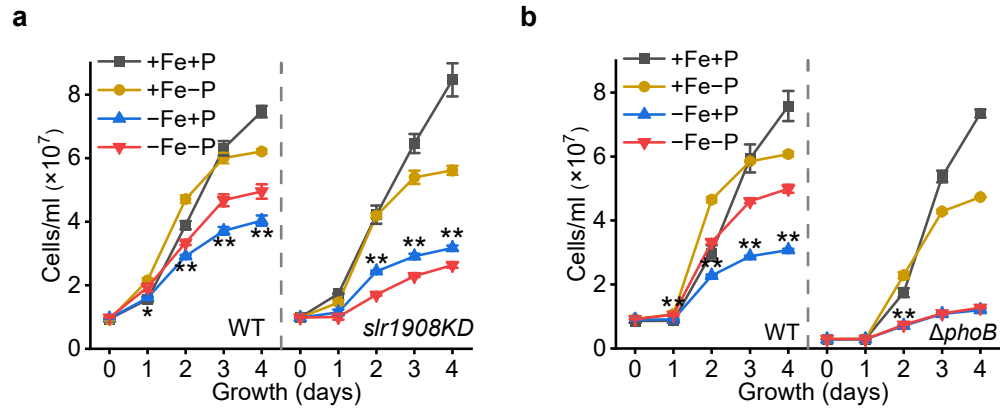

**Supplementary Fig. 13 The growth curve of WT, *slr1908KD* (a), and  $\Delta phoB$  (b) under different iron and phosphorus availabilities.** Values are mean  $\pm$  SD of three independent biological replicates. Asterisks indicate a significant difference between  $-Fe+P$  and  $-Fe-P$  using the two-sided Student's *t* test. \* $P < 0.05$ ; \*\* $P < 0.01$ . Source data are provided as a Source Data file.

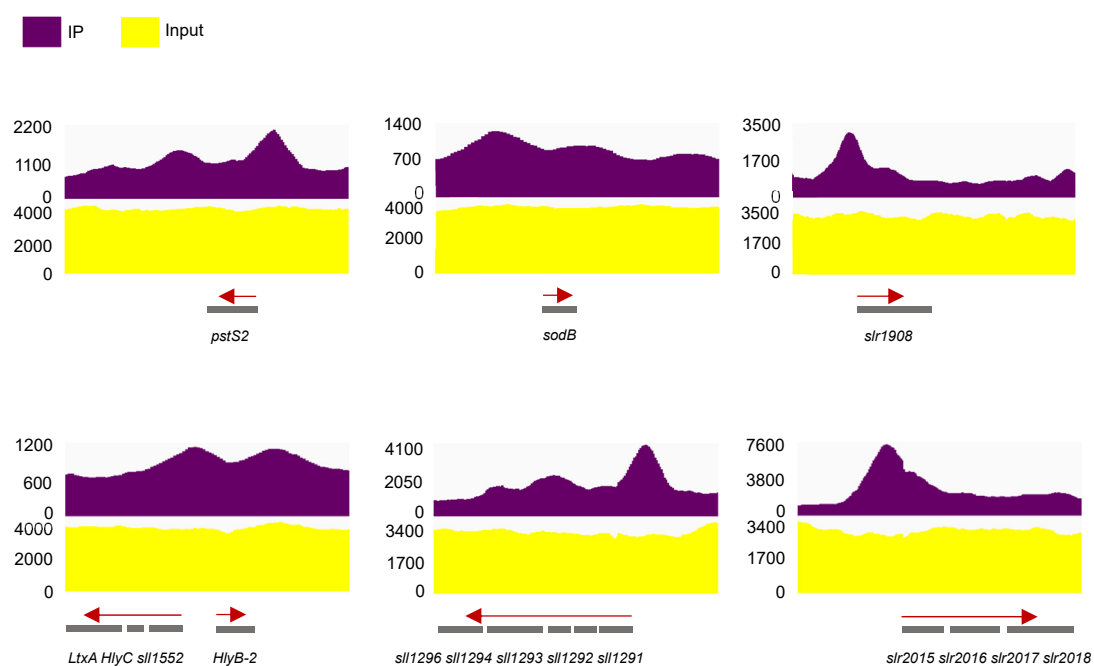

**Supplementary Fig. 14 PhoB-binding sites identified by ChIP-Seq.** The downstream genes are shown at the bottom and arrows indicate the directions of transcription. The numbers on the Y-axis represent the reads. The peaks were identified using MACS2 program with  $q < 0.05$ .

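In the files, the peaks behind these loci are given by position, height and fold enrichment. The highest peak of *slr1908* (611057 to 612832, forward strand) extended from 610419 to 612477, so that it covered both the upstream region and most of the gene. Its summit at 611104 was 47 bp inside the gene, its fold enrichment was 3.82, and its height was 1383 in replicate 1 and 1014 in replicate 2. A second peak, from 609131 to 609695 and enriched 2.87-fold, had its summit 1715 bp upstream of the gene start. For *sodB* (*slr1516*, 1607353 to 1607952, forward strand), the peak with the promoter label extended from 1606672 to 1606995. Its summit lay 576 bp upstream of the gene start, its fold enrichment was 1.53, and its height was 509 in replicate 1 and 458 in replicate 2. A peak enriched 1.29-fold had its summit 133 bp inside *sodB* and was found in replicate 1 only. The phosphate-binding protein gene listed as *pstS-2* (2640662 to 2641813, reverse strand) had a peak with its summit 47 bp upstream of the gene start, a fold enrichment of 2.49, and heights of 815 and 812 in replicates 1 and 2. Upstream of it, *sphX* (2642135 to 2643145, reverse strand) was assigned a 1.46-fold peak with its summit 82 bp from the gene start, and the peak from 2643772 to 2645314 that gives its value in Supplementary Data 1. The summit of the latter peak was 1564 bp from the start of *sphX* and 86 bp upstream of *rps14*, which is transcribed in the opposite direction.

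**Figure D3:**
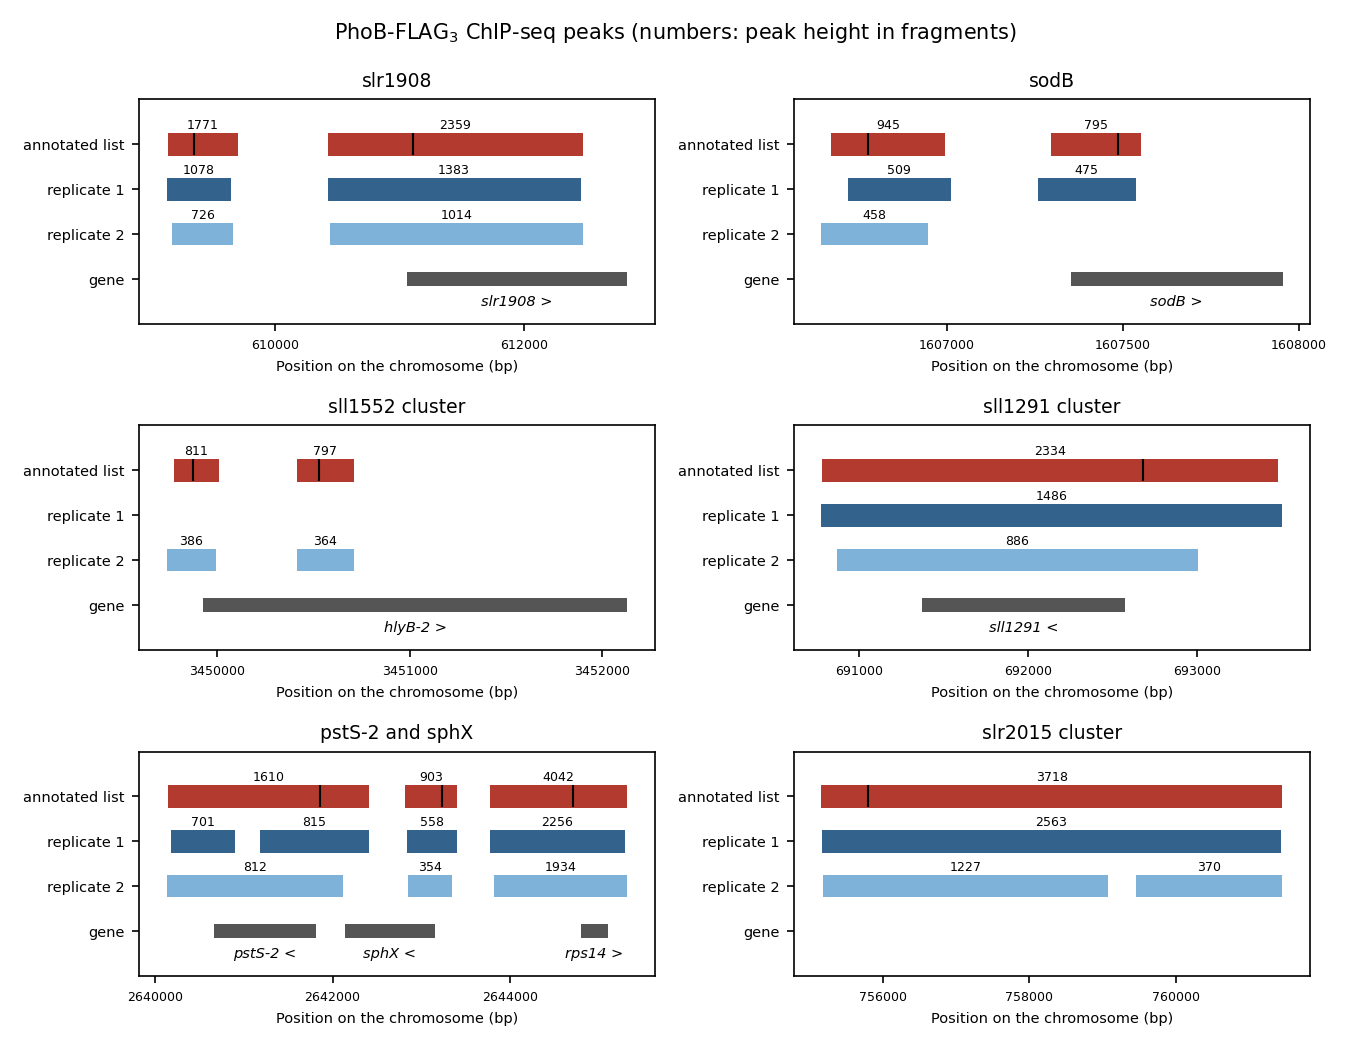
Peaks at the loci of Supplementary Fig. 14, with *sphX* added, by position on the chromosome (x axis, bp) in the annotated list (red, with the summit as a black mark), replicate 1 (dark blue) and replicate 2 (light blue); the number on each peak is its height in fragments, and grey bars are the genes whose coordinates the list gives, with their direction. At *sll1552* and *slr1651*, the peaks of the annotated list that are drawn coincide with peaks of replicate 2 alone.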

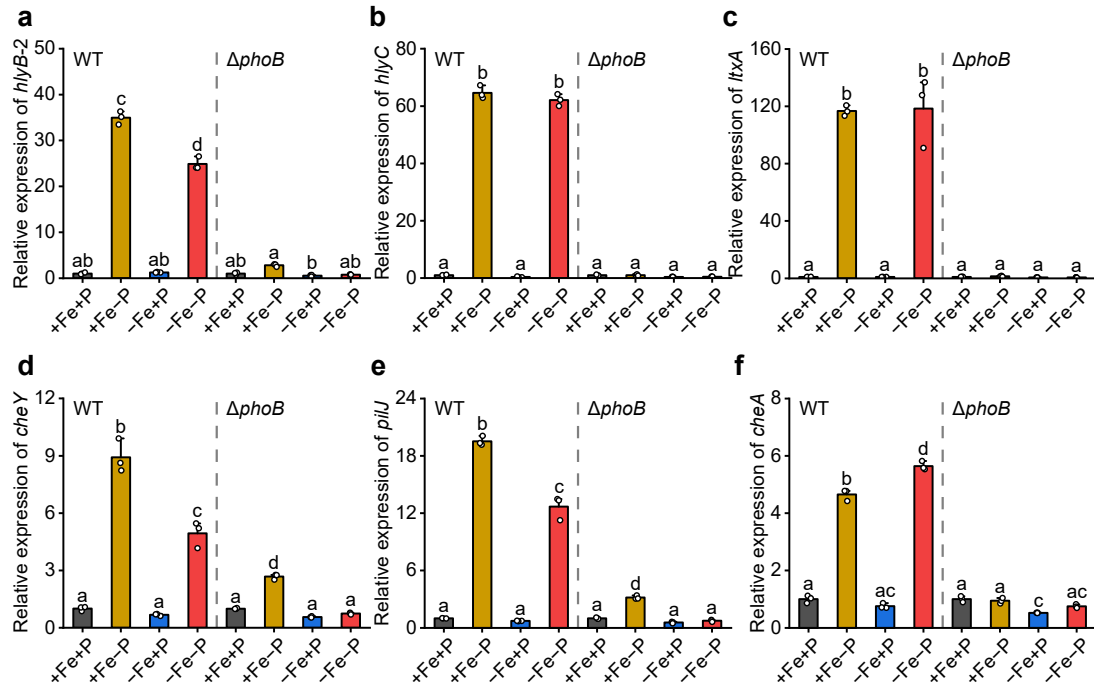

**Supplementary Fig. 15 The transcript levels of putative PhoB targets in WT and *phoB* mutants under different Fe and P availabilities.** The expression of the genes involved in exotoxin secretion (a-c) and chemotaxis (d-f) were analyzed by qRT-PCR. Data shown are mean  $\pm$  SD of three independent biological replicates, and the results were normalized to the transcript levels measured under +Fe+P conditions. Letters above bars indicate statistical significance ( $P < 0.05$ ) calculated by one-way ANOVA across all treatments. The primers used here are listed in Supplementary Table 4. Source data are provided as a Source Data file.

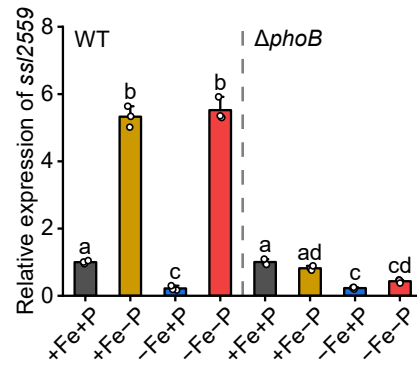

**Supplementary Fig. 16 The transcript levels of *ss/2559* in WT and *phoB* mutants under different Fe and P availabilities.** Data shown are mean  $\pm$  SD of three independent biological replicates, and the results were normalized to the transcript levels measured under +Fe+P conditions. Letters above bars indicate statistical significance ( $P < 0.05$ ) calculated by one-way ANOVA across all treatments. The primers used here are listed in Supplementary Table 4. Source data are provided as a Source Data file.

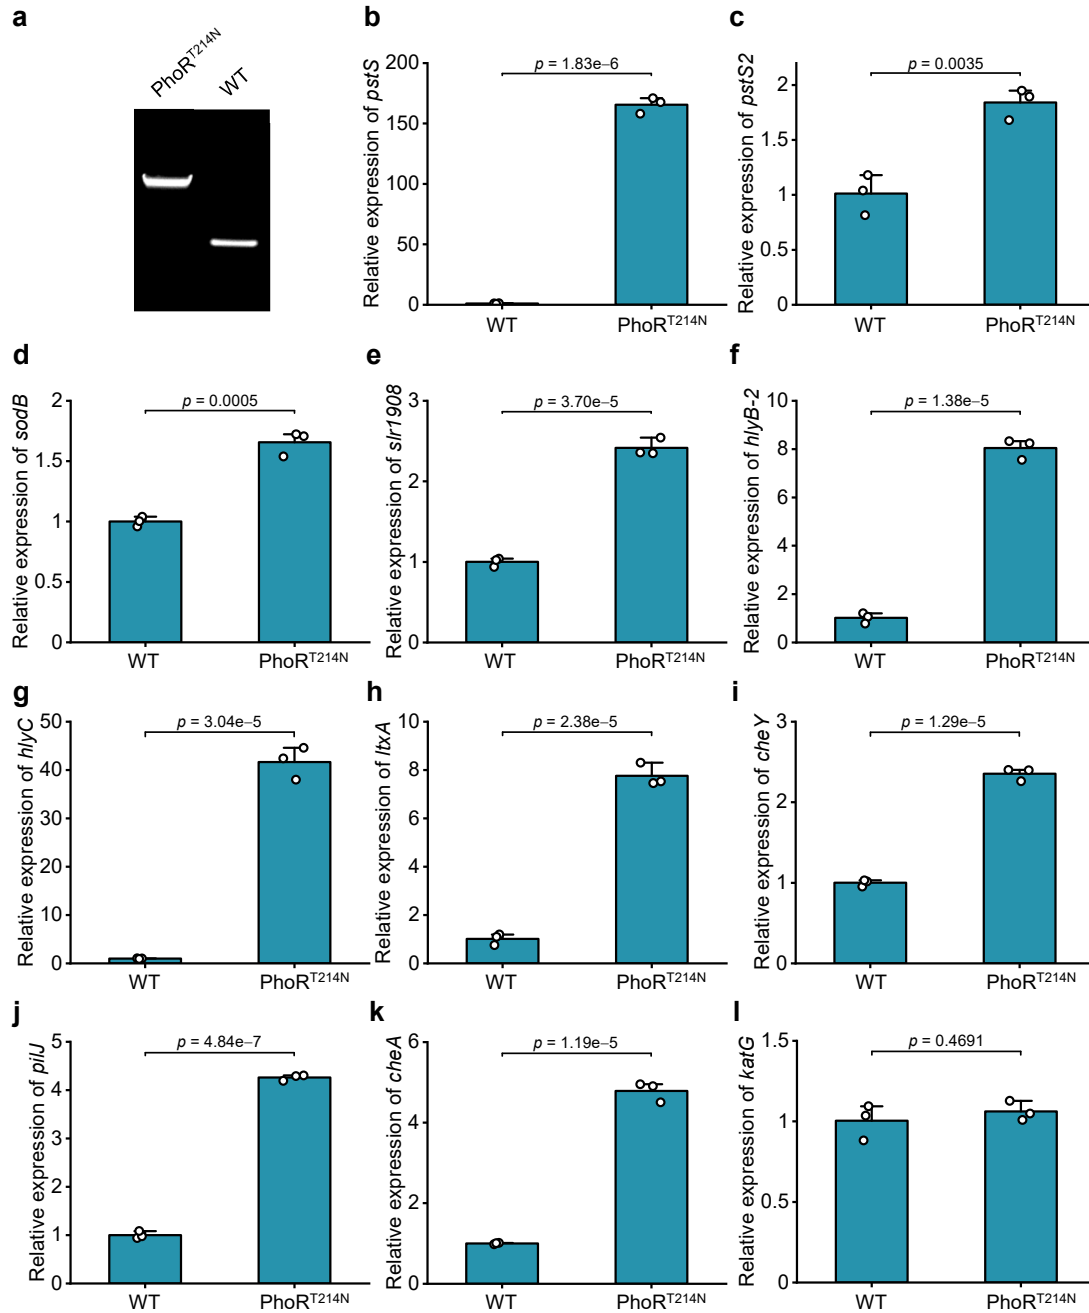

**Supplementary Fig. 17 The transcript levels of putative PhoB targets in WT and *PhoR<sup>T214N</sup>* strains.** **a** PCR results demonstrating that the *PhoR<sup>T214N</sup>* strains were completely segregated. **b-l** Relative mRNA abundance of putative PhoB targets (**b-k**) and *katG* (**l**) in *Synechocystis* strains after four days of growth under Fe-replete conditions. Data shown are mean  $\pm$  SD of three independent biological replicates, and the results were normalized to the transcript levels measured in the WT. Line segments and corresponding *P*-values represent statistical significance calculated by two-sided Student's *t* test. The primers used here are listed in Supplementary Table 4. Source data are provided as a Source Data file.

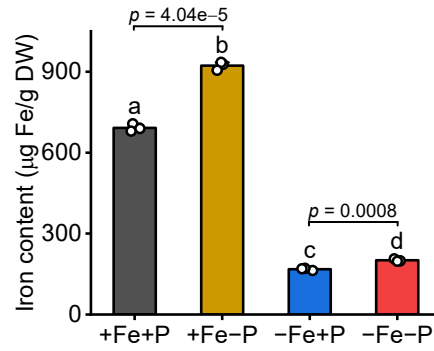

**Supplementary Fig. 18 The intracellular Fe content of *Synechocystis* after four days of growth under different iron and phosphorus availabilities.** Values are mean  $\pm$  SD of three independent biological replicates. Letters above bars indicate statistical significance ( $P < 0.05$ ) calculated by one-way ANOVA across all treatments. Line segments and corresponding  $P$ -values represent statistical significance calculated by two-sided Student's  $t$  test. Source data are provided as a Source Data file.

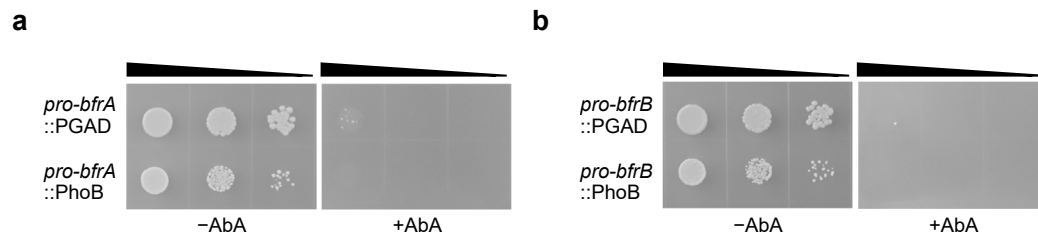

**Supplementary Fig. 19 Determining the interactions between PhoB and the promoters of Fe storage genes.**

The interaction between PhoB and the *cis*-acting elements *pro-bfrA* (**a**) and *pro-bfrB* (**b**) was evaluated by Y1H. No direct interaction was observed under our experiment conditions.

**Supplementary Table 1. Predicted Pho boxes present in the promoters of *sod* isoforms.**

| Gene ID          | Isoforms    | Matched Sequence                | P-value  | Position | Strains                                |
|------------------|-------------|---------------------------------|----------|----------|----------------------------------------|
| PMM1294          | <i>sodN</i> | GTTAATCTacaAGTAAGATataTTCAAATA  | 8.95E-05 | −11      | <i>Prochlorococcus marinus</i> MED4    |
| CwatDRAFT_2983   | <i>sodN</i> | GTAAAGAAAAGTCAGCAAAAAATTAAAT    | 8.95E-05 | −141     | <i>Crocospaera watsonii</i> WH8501     |
| Tery_4533        | <i>sodA</i> | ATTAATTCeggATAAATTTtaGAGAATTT   | 8.05E-04 | −32      | <i>Trichodesmium erythraeum</i> IMS101 |
| Tery_0891        | <i>sodN</i> | TTTAACAcaaaTGTAATTTttCTATATAA   | 8.33E-04 | −0       | <i>Trichodesmium erythraeum</i> IMS101 |
| PMT9312_1390     | <i>sodN</i> | ATTAAGGtcaATTAAATTaagTAAGAAAA   | 8.33E-04 | −64      | <i>Prochlorococcus</i> sp. MIT9312     |
| P9301_14791      | <i>sodN</i> | ATTAAGGtcaATTAAATTaagTAAGAAAA   | 8.33E-04 | −64      | <i>Prochlorococcus</i> sp. MIT9301     |
| MAE_53990        | <i>sodB</i> | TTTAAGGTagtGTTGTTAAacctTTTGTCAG | 3.54E-03 | −30      | <i>Microcystis aeruginosa</i> NIES-843 |
| PMT_0340         | <i>sodN</i> | CTGAAAAGcaaATCAAATCaaaAGCAAACC  | 4.79E-03 | −51      | <i>Prochlorococcus</i> sp. MIT9313     |
| MAE_16920        | <i>sodA</i> | TTTATTTTcaaTTAATTATtgcATAACAA   | 5.08E-03 | −31      | <i>Microcystis aeruginosa</i> NIES-843 |
| CwatDRAFT_6299   | <i>sodA</i> | ATTAATAAaggTAATTATTtttCTTAATTT  | 5.25E-03 | −169     | <i>Crocospaera watsonii</i> WH8501     |
| SYNW1626         | <i>sodN</i> | CTTAAAGCgagCCTAGCTGcggCCCATCAC  | 5.36E-03 | −18      | <i>Synechococcus</i> sp. WH8102        |
| SynWH7803_0951   | <i>sodC</i> | TTTCATTGtcgTTCAAACGgcgCTAGCGCG  | 6.28E-03 | −17      | <i>Synechococcus</i> WH7803            |
| SYNPCC7002_A0242 | <i>sodB</i> | TTTTCGATggaGATAACCGgacTCGAACCG  | 6.28E-03 | −268     | <i>Synechococcus</i> sp. PCC7002       |
| Sync9605_0873    | <i>sodN</i> | GTTCAAAGcggAATTGTCTtggCTTGAGCC  | 6.28E-03 | −2       | <i>Synechococcus</i> sp. CC9605        |

**Supplementary Table 2. Predicted Pho boxes present in the promoters of porin coding genes.**

| Gene ID          | Matched Sequence                | P-value  | Position | Strains                                |
|------------------|---------------------------------|----------|----------|----------------------------------------|
| P9301_12401      | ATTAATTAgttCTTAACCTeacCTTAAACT  | 1.12E-07 | -236     | <i>Prochlorococcus</i> sp. MIT9301     |
| PMT9312_0721     | GTTAATTAgttCTTAACCTtctCTTAAAC   | 1.12E-07 | -236     | <i>Prochlorococcus</i> sp. MIT9312     |
| PMM0709          | ATTAATAGctaATTAATCTtctCTTAAACT  | 1.64E-07 | -241     | <i>Prochlorococcus marinus</i> MED4    |
| SYNPCC7002_A0782 | TTTAACCCcgaCTTCAACTttgGTTAACCT  | 9.37E-07 | -42      | <i>Synechococcus</i> sp. PCC7002       |
| SYNPCC7002_A1034 | TTTAACCTgccATTAATCCaacATCAAGGC  | 9.37E-07 | -211     | <i>Synechococcus</i> sp. PCC7002       |
| PMT_0998         | CTTAAAAAcaaCTTATTGCtctCTTAACCT  | 2.66E-06 | -196     | <i>Prochlorococcus</i> sp. MIT9313     |
| CwatDRAFT_5912   | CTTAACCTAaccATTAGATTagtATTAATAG | 5.38E-06 | -60      | <i>Crocospaera watsonii</i> WH8501     |
| P9301_12261      | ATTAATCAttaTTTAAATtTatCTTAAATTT | 6.00E-06 | -23      | <i>Prochlorococcus</i> sp. MIT9301     |
| Tery_0838        | ATTTACCCctaATTAATGGAagGGTAAAG   | 4.19E-05 | -35      | <i>Trichodesmium erythraeum</i> IMS101 |
| SYNPCC7002_A2813 | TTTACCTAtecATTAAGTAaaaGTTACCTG  | 7.16E-05 | -124     | <i>Synechococcus</i> sp. PCC7002       |
| Tery_4465        | GTAAATGTagtCTTAATTatcCTCAAAAG   | 7.16E-05 | -190     | <i>Trichodesmium erythraeum</i> IMS101 |
| Tery_4515        | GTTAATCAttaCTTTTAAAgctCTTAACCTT | 7.16E-05 | -432     | <i>Trichodesmium erythraeum</i> IMS101 |
| P9301_13641      | CTTAACCTTccATTGGTAAagaATTAATAA  | 8.71E-05 | -132     | <i>Prochlorococcus</i> sp. MIT9301     |
| Tery_1234        | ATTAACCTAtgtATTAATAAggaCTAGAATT | 8.71E-05 | -113     | <i>Trichodesmium erythraeum</i> IMS101 |
| PMT9312_1515     | TTTATACCaatATTAATATgtaATTACTAG  | 8.95E-05 | -30      | <i>Prochlorococcus</i> sp. MIT9312     |
| SYNPCC7002_G0011 | TTTAAACCaatTTTAGATAagtTTTAGTTA  | 9.03E-05 | -369     | <i>Synechococcus</i> sp. PCC7002       |

**Supplementary Table 3. Extracellular proteins of *Synechocystis* after four days of growth under P deficiency.**

| Protein<br>index | Accession<br>ID | Gene<br>name | Description                                  | Coverage<br>(%) | Unique<br>peptide | Abundance<br>score |
|------------------|-----------------|--------------|----------------------------------------------|-----------------|-------------------|--------------------|
| 1                | P74649          | sll0721      | Leukotoxin LtxA                              | 41              | 38                | 9.29E+09           |
| 2                | P72938          | nucH         | Uncharacterized protein YjiK                 | 19              | 25                | 7.76E+09           |
| 3                | P72939          | sll0654      | Alkaline phosphatase                         | 37              | 37                | 7.48E+09           |
| 4                | P73704          | hofG         | General secretion pathway protein G          | 40              | 6                 | 5.37E+09           |
| 5                | P73458          | prc          | Carboxyl-terminal protease                   | 78              | 31                | 3.51E+09           |
| 6                | Q55835          | futA2        | Iron uptake protein A2                       | 62              | 18                | 2.91E+09           |
| 7                | P74647          | sll0723      | Sll0723 protein                              | 37              | 51                | 2.59E+09           |
| 8                | P73019          | frpC         | Iron-regulated protein                       | 21              | 11                | 1.48E+09           |
| 9                | Q6ZEX5          | slr5005      | Slr5005 protein                              | 40              | 102               | 1.39E+09           |
| 10               | P73222          | slr2005      | Slr2005 protein                              | 48              | 10                | 1.09E+09           |
| 11               | P73785          | pstS         | Phosphate-binding protein                    | 62              | 18                | 8.85E+08           |
| 12               | P73590          | slr1403      | Slr1403 protein                              | 20              | 36                | 8.8E+08            |
| 13               | P73600          | sll1785      | Sll1785 protein                              | 52              | 11                | 8.45E+08           |
| 14               | P73139          | slr1028      | Slr1028 protein                              | 16              | 39                | 7.25E+08           |
| 15               | Q55365          | slr0897      | Endoglucanase                                | 33              | 23                | 7.12E+08           |
| 16               | P77961          | glnA         | Glutamine synthetase                         | 41              | 15                | 6.56E+08           |
| 17               | Q55549          | slr0168      | Slr0168 protein                              | 35              | 14                | 6.29E+08           |
| 18               | P73103          | slr1908      | Slr1908 protein                              | 35              | 10                | 5.85E+08           |
| 19               | P74789          | sll0319      | Sll0319 protein                              | 72              | 12                | 5.73E+08           |
| 20               | P72952          | sll0645      | Sll0645 protein                              | 53              | 10                | 5.29E+08           |
| 21               | P74109          | sll1891      | Sll1891 protein                              | 41              | 6                 | 5.25E+08           |
| 22               | P73238          | slr2018      | Slr2018 protein                              | 38              | 20                | 5.19E+08           |
| 23               | P72923          | slr1087      | Slr1087 protein                              | 29              | 7                 | 4.88E+08           |
| 24               | P73603          | slr1852      | Slr1852 protein OS                           | 67              | 11                | 4.84E+08           |
| 25               | Q55648          | sll0314      | Sll0314 protein                              | 53              | 19                | 4.66E+08           |
| 26               | P74500          | slr1940      | Slr1940 protein                              | 37              | 13                | 4.64E+08           |
| 27               | Q55547          | sll0293      | Sll0293 protein                              | 19              | 3                 | 4.22E+08           |
| 28               | Q55847          | sll0470      | Sll0470 protein                              | 35              | 8                 | 4.18E+08           |
| 29               | P74598          | sll1491      | Uncharacterized WD repeat-containing protein | 33              | 9                 | 4.17E+08           |
| 30               | Q55426          | slr0841      | Slr0841 protein                              | 51              | 9                 | 3.81E+08           |
| 31               | P73452          | nrtA         | Nitrate/nitrite binding protein NrtA         | 38              | 13                | 3.77E+08           |
| 32               | P73595          | slr1410      | Uncharacterized WD repeat-containing protein | 39              | 11                | 3.45E+08           |
| 33               | Q55460          | cmpA         | Bicarbonate-binding protein CmpA             | 33              | 12                | 3.45E+08           |
| 34               | P73107          | sll1837      | Sll1837 protein                              | 46              | 6                 | 3.39E+08           |
| 35               | Q55199          | pstS2        | Phosphate-binding protein                    | 34              | 9                 | 3.3E+08            |
| 36               | P74615          | sll1483      | Protein Sll1483                              | 18              | 2                 | 3.21E+08           |
| 37               | P73126          | sll0997      | Probable thylakoid lumen protein Sll0997     | 51              | 12                | 3.04E+08           |
| 38               | P54205          | cbbL         | Ribulose biphosphate carboxylase large chain | 36              | 19                | 2.79E+08           |
| 39               | P73409          | slr1841      | Slr1841 protein                              | 37              | 9                 | 2.67E+08           |
| 40               | Q55972          | slr0708      | Slr0708 protein                              | 45              | 11                | 2.57E+08           |

**Supplementary Table 4. Primers used in this study.**

| Primers      | Sequences (5'-3')                      | Usage <sup>a</sup> |
|--------------|----------------------------------------|--------------------|
| sll0217-RT-1 | 5'-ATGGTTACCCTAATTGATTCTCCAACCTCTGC-3' | a                  |
| sll0217-RT-2 | 5'-AACTTGCGATGGGACGTGTCGATGAG-3'       | a                  |
| sll0219-RT-1 | 5'-CTCAAACCAAAGTGTTACGGTCTCGCC-3'      | a                  |
| sll0219-RT-2 | 5'-CGCAGTAATTGCTCCAGGGTAACCATGC-3'     | a                  |
| sll0221-RT-1 | 5'-GGATTGGCAGACTTACCCACCTATGCC-3'      | a                  |
| sll0221-RT-2 | 5'-ACCTGGGCATTGAGAGCTTGATATTTGGTC-3'   | a                  |
| slr0242-RT-1 | 5'-CCACTGCCTTAGAACTAATCAACCAGCC-3'     | a                  |
| slr0242-RT-2 | 5'-AATCCGGACTAACACCGACAACAACAGC-3'     | a                  |
| sll0247-RT-1 | 5'-GTGCAAACCTATGGCAACGACACCG-3'        | a                  |
| sll0247-RT-2 | 5'-GTAGGGATAGGTATCCACAATTTGTCCGC-3'    | a                  |
| sll0550-RT-1 | 5'-CTGCTATCCGTTCTTTGGACTGGGACC-3'      | a                  |
| sll0550-RT-2 | 5'-TTACTAACCCACTGTGGTCTGGCTCAG-3'      | a                  |
| sll0680-RT-1 | 5'-TTGTCCAAGCATTTAGTGCCACAGC-3'        | a                  |
| sll0680-RT-2 | 5'-GCTTGATTGAGGGCCACAAACCAGC-3'        | a                  |
| sll0755-RT-1 | 5'-ATGACAGAGGTATTAAGGGTAGGACAGCC-3'    | a                  |
| sll0755-RT-2 | 5'-TGTGAAAATTCGCTGTCTACGGAGATGCC-3'    | a                  |
| sll0720-RT-1 | 5'-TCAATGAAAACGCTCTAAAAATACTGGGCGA-3'  | a                  |
| sll0720-RT-2 | 5'-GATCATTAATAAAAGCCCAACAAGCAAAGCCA-3' | a                  |
| sll0721-RT-1 | 5'-GAGGGTTTCAAAATGGGGAAAATATGGCA-3'    | a                  |
| sll0721-RT-2 | 5'-CGTGGTGGCCGTAGATGACATCGT-3'         | a                  |
| slr1171-RT-1 | 5'-TGCCCAAGCCAACAACACAATCTACGG-3'      | a                  |
| slr1171-RT-2 | 5'-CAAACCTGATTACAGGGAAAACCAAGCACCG-3'  | a                  |
| slr1198-RT-1 | 5'-GACTTTACCCAAGAATCCAGCCAAGGC-3'      | a                  |
| slr1198-RT-2 | 5'-TGGGTTTCGTCAATATCACAAATCCAGCC-3'    | a                  |
| slr1247-RT-1 | 5'-AGTTGCTACCTTCTCCGTAGTCAGCG-3'       | a                  |
| slr1247-RT-2 | 5'-TGGCACCAAAATCAACGGTTTCACCG-3'       | a                  |
| sll1292-RT-1 | 5'-AGTTGTGGAAGATACCAAGTCTGACCAGT-3'    | a                  |
| sll1292-RT-2 | 5'-ATCTTCTAGGGCCAATTCTCCCCGA-3'        | a                  |
| sll1294-RT-1 | 5'-GGTTAGCACCCCCACTAAACCCCA-3'         | a                  |
| sll1294-RT-2 | 5'-GCTAAAGCCTTACTGATGGTTTCGCCA-3'      | a                  |
| sll1296-RT-1 | 5'-ATGTTTGATGCCGCCACCCTCGC-3'          | a                  |
| sll1296-RT-2 | 5'-GGGGTTAAAGCCGACATTCCCCTGCT-3'       | a                  |
| sll1468-RT-1 | 5'-CCAGGAGTCCGTCATAGTAATGCAGGC-3'      | a                  |
| sll1468-RT-2 | 5'-CCAGCACCGAACAACATAAAACAAAGCCAG-3'   | a                  |
| slr1516-RT-1 | 5'-ACTTACCTTACGACTACACCGCTCTGG-3'      | a                  |
| slr1516-RT-2 | 5'-GCAATTCCAGTAGAACTATGGTTCCAAGC-3'    | a                  |
| sll1521-RT-1 | 5'-ATGCCTGCCAAAGACGTTCAAATCTGC-3'      | a                  |
| sll1521-RT-2 | 5'-CGTAATCCAGGCTGTTGAGGTCTAACCG-3'     | a                  |
| sll1621-RT-1 | 5'-GTGTCCGTGACGAATCTGTACCTGGTC-3'      | a                  |
| sll1621-RT-2 | 5'-TGTTTGCCCCATTGGAACATAACAAAGGC-3'    | a                  |
| slr1651-RT-1 | 5'-GGTGTAATAAATCGCATTACTTGCATGGCT-3'   | a                  |
| slr1651-RT-2 | 5'-TGCCGGTAAAGCCCACTCATCCAA-3'         | a                  |

|                             |                                               |   |
|-----------------------------|-----------------------------------------------|---|
| slr1894-RT-1                | 5'-ATATCGGCATTCTCTGAAGCGGACCG-3'              | a |
| slr1894-RT-2                | 5'-GGATACGCTCAGCAATGTCATCCACC-3'              | a |
| sll1987-RT-1                | 5'-CCAGTAAATGTCCTGTAATGCACGGAGC-3'            | a |
| sll1987-RT-2                | 5'-CAACTTTGGCTATCGGTCATCAAATGGTG-3'           | a |
| slr1908-RT-1                | 5'-TAGCTCCTTGGCTATTGTTCCCGGC-3'               | a |
| slr1908-RT-2                | 5'-GCACATCCCGCAACTCGGACACA-3'                 | a |
| slr1992-RT-1                | 5'-CGGAGGTCATTGCCGATAAAGTTGTCC-3'             | a |
| slr1992-RT-2                | 5'-GTGAAATCAACGTCGTACTTGGTTTTGGTG-3'          | a |
| ssl2559-RT-1                | 5'-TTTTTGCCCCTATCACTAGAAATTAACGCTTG-3'        | a |
| ssl2559-RT-2                | 5'-TGAACATCATCAGGAGCCAGAATAGCCA-3'            | a |
| rnpB-RT-1                   | 5'-GAGTTGCGGATTCTGTCA-3'                      | a |
| rnpB-RT-2                   | 5'-ACTGCTGGTGCGCTCTTAC-3'                     | a |
| sll1341-Y1H-1               | 5'-atcGGTACCAAGTAAACAGCCGTGG-3'               | b |
| sll1341-Y1H-2               | 5'-gatCTCGAGTGGTCTATCCACGGTG-3'               | b |
| slr1516-Y1H-1               | 5'-agaCTCGAGGAGAAGGTTGCTTCGA-3'               | b |
| slr1516-Y1H-2               | 5'-ccgGGTACCTTTTAGCTTTTCCTCACA-3'             | b |
| slr1890-Y1H-1               | 5'-gcgGGTACCGACAAACAAATCAGCC-3'               | b |
| slr1890-Y1H-2               | 5'-tatCTCGAGTTCACGGTCCGACGAC-3'               | b |
| slr1908-Y1H-1               | 5'-ccgCTCGAGGTTTATTTGCTTGCCTG-3'              | b |
| slr1908-Y1H-2               | 5'-tctGGTACCAACAAAGGGATCCTCACA-3'             | b |
| sll1291-EMSA-1              | 5'-ACTAGGTCTTGAATTGCCCCATCGCT-3'              | c |
| sll1291-EMSA-2              | 5'-GATTGCATGGGACAACAATGGCGGT-3'               | c |
| slr1516-EMSA-1              | 5'-GCAAGTAAAGACCAGGCCATTGTCTGA-3'             | c |
| slr1516-EMSA-2              | 5'-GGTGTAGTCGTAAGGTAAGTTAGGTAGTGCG-3'         | c |
| slr1651-EMSA-1              | 5'-CAGCAGATGAGACTGATAGGCTGGGTA-3'             | c |
| slr1651-EMSA-2              | 5'-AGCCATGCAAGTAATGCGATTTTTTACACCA-3'         | c |
| slr1908-EMSA-1              | 5'-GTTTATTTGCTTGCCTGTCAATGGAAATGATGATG-3'     | c |
| slr1908-EMSA-2              | 5'-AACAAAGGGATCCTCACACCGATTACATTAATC-3'       | c |
| slr0081-KO-1                | 5'-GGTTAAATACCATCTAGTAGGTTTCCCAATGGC-3'       | d |
| slr0081-KO-2                | 5'-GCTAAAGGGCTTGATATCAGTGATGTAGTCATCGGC-3'    | d |
| slr0081-KO-3                | 5'-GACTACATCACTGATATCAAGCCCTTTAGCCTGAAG-3'    | d |
| slr0081-KO-4                | 5'-AACGATAGCCAAAGCCCCGCACTGT-3'               | d |
| slr1516-OE-1                | 5'-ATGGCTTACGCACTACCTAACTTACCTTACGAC-3'       | d |
| slr1516-OE-2                | 5'-CTAGGCCGCTGCTAAGTTAGCCGCC-3'               | d |
| sll0337 <sup>T214N</sup> -1 | 5'-ATGGAAATAATTACATTGGCGATCGGCGG-3'           | d |
| sll0337 <sup>T214N</sup> -2 | 5'-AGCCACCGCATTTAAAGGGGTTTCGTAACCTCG-3'       | d |
| sll0337 <sup>T214N</sup> -3 | 5'-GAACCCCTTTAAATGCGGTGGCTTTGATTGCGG-3'       | d |
| sll0337 <sup>T214N</sup> -4 | 5'-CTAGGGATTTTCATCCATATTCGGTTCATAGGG-3'       | d |
| slr1908-OE-1                | 5'-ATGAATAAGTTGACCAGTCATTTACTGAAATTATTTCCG-3' | d |
| slr1908-OE-2                | 5'-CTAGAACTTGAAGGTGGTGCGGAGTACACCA-3'         | d |
| slr2031-P1                  | 5'-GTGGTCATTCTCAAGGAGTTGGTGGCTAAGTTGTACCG-3'  | d |
| slr2031-P2                  | 5'-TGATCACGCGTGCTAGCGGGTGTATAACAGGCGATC-3'    | d |
| slr2031-P3                  | 5'-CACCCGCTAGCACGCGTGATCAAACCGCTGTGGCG-3'     | d |
| slr2031-P4                  | 5'-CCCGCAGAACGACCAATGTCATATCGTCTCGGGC-3'      | d |

|                 |                                                                                                                            |   |
|-----------------|----------------------------------------------------------------------------------------------------------------------------|---|
| slr0081-Flag3-1 | 5'-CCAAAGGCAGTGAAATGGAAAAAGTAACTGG-3'                                                                                      | d |
| slr0081-Flag3-2 | 5'-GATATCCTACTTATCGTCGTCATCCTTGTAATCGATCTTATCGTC<br>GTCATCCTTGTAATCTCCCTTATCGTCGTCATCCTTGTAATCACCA<br>AAACGATAGCCAAAGCC-3' | d |
| slr0081-Flag3-3 | 5'-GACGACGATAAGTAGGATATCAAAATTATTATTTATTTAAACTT<br>TTTTGCTCAGAACCTC-3'                                                     | d |
| slr0081-Flag3-4 | 5'-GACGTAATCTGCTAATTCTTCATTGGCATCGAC-3'                                                                                    | d |
| slr1908-His8-1  | 5'-CGCATTGCTAGTAATCCCTTTTACCAGGC-3'                                                                                        | d |
| slr1908-His8-2  | 5'-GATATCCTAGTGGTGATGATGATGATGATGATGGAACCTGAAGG'<br>TGCG-3'                                                                | d |
| slr1908-His8-3  | 5'-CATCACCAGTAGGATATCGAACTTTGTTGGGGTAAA-3'                                                                                 | d |
| slr1908-His8-4  | 5'-GATGAAGGCGTAGCCATCCATCTCCG-3'                                                                                           | d |
| slr0081-exp-1   | 5'-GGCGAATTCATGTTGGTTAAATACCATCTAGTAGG-3'                                                                                  | e |
| slr0081-exp-2   | 5'-TGTCTCGAGCTAACCAAAACGATAGCCA-3'                                                                                         | e |

<sup>a</sup> a, used for qRT-PCR; b, used for yeast one-hybrid assay; c, used for electrophoretic mobility shift assay; d, used for construction of mutants; e, used for recombinant protein production.

**Supplementary Table 5. Strains and plasmids used in this study.**

| Strains and plasmids                | Derivation and/or relevant characteristics <sup>a</sup>                                                                                                                                          | Reference or source        |
|-------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------|
| <b><i>Synechocystis</i></b>         |                                                                                                                                                                                                  |                            |
| <i>Synechocystis</i> sp. PCC 6803   | Wild type                                                                                                                                                                                        | Pasteur Collection Culture |
| $\Delta phoB$                       | Km <sup>r</sup> , <i>Synechocystis</i> 6803 mutant, the result of transformation with pHS10464                                                                                                   | This study                 |
| PhoB-Flag <sub>3</sub>              | Km <sup>r</sup> , <i>Synechocystis</i> 6803 mutant, the result of transformation with pHS10925                                                                                                   | This study                 |
| PhoR <sup>T214N</sup>               | Sp <sup>r</sup> , <i>Synechocystis</i> 6803 mutant, the result of transformation with pHS14866                                                                                                   | This study                 |
| SodB-OE                             | Sp <sup>r</sup> , <i>Synechocystis</i> 6803 mutant, the result of transformation with pHS10750                                                                                                   | This study                 |
| Slr1908-OE                          | Km <sup>r</sup> , <i>Synechocystis</i> 6803 mutant, the result of transformation with pHS14939                                                                                                   | This study                 |
| Slr1908-His <sub>8</sub>            | Km <sup>r</sup> , <i>Synechocystis</i> 6803 mutant, the result of transformation with pHS10358                                                                                                   | This study                 |
| <i>slr1908</i> KD                   | Sp <sup>r</sup> , <i>Synechocystis</i> 6803 mutant, the result of transformation with pHS5759                                                                                                    | <sup>1</sup>               |
| <b>Yeast</b>                        |                                                                                                                                                                                                  |                            |
| Y1HGold                             | MAT $\alpha$ , <i>ura3-52</i> , <i>his3-200</i> , <i>ade2-101</i> , <i>trp1-901</i> , <i>leu2-3, 112</i> , <i>gal4<math>\Delta</math></i> , <i>gal80<math>\Delta</math></i> , <i>met-</i> , MEL1 | Clontech                   |
| Y1HGold( <i>pro-sodB::PGAD</i> )    | Ap <sup>r</sup> , Y1HGold transformed with pHS10216 and PGADT7                                                                                                                                   | This study                 |
| Y1HGold( <i>pro-sodB::PhoB</i> )    | Ap <sup>r</sup> , Y1HGold transformed with pHS10216 and pHS8307                                                                                                                                  | This study                 |
| Y1HGold( <i>pro-sodB::RpaB</i> )    | Ap <sup>r</sup> , Y1HGold transformed with pHS10216 and pHS8311                                                                                                                                  | This study                 |
| Y1HGold( <i>pro-slr1908::PGAD</i> ) | Ap <sup>r</sup> , Y1HGold transformed with pHS10214 and PGADT7                                                                                                                                   | This study                 |
| Y1HGold( <i>pro-slr1908::PhoB</i> ) | Ap <sup>r</sup> , Y1HGold transformed with pHS10214 and pHS8307                                                                                                                                  | This study                 |
| Y1HGold( <i>pro-bfrA::PGAD</i> )    | Ap <sup>r</sup> , Y1HGold transformed with pHS13032 and PGADT7                                                                                                                                   | This study                 |
| Y1HGold( <i>pro-bfrA::PhoB</i> )    | Ap <sup>r</sup> , Y1HGold transformed with pHS13032 and pHS8307                                                                                                                                  | This study                 |
| Y1HGold( <i>pro-bfrB::PGAD</i> )    | Ap <sup>r</sup> , Y1HGold transformed with pHS13036 and PGADT7                                                                                                                                   | This study                 |
| Y1HGold( <i>pro-bfrB::PhoB</i> )    | Ap <sup>r</sup> , Y1HGold transformed with pHS13036 and pHS8307                                                                                                                                  | This study                 |
| <b>Plasmids</b>                     |                                                                                                                                                                                                  |                            |
| pHS298                              | Ap <sup>r</sup> Sp <sup>r</sup> , <i>PpsbAII</i> expression vector                                                                                                                               | <sup>2</sup>               |
| pHS2601                             | Ap <sup>r</sup> , PCR fragment containing the upstream sequence of <i>slr1908</i> cloned into pMD18T vector                                                                                      | <sup>1</sup>               |
| pHS3706                             | Ap <sup>r</sup> , PCR fragment containing the downstream sequence of <i>slr1908</i> cloned into pMD18T vector                                                                                    | <sup>1</sup>               |
| pHS3823                             | Ap <sup>r</sup> Sp <sup>r</sup> , fragment Omega- <i>PpetE</i> from pHS185 which was excised by Sal I/BamH I was inserted into the PstI site of pHS3706                                          | <sup>1</sup>               |
| pHS5759                             | Ap <sup>r</sup> Sp <sup>r</sup> , fragment Omega- <i>PpetE-slr1908D</i> from pHS3823 which was excised by Hind III/Xba I was inserted into the Pst I site of pHS2601                             | <sup>1</sup>               |
| pHS8307                             | Ap <sup>r</sup> , PCR fragment containing <i>slr0081</i> cloned into PGADT7 vector                                                                                                               | This study                 |
| pHS8311                             | Ap <sup>r</sup> , PCR fragment containing <i>slr0947</i> cloned into PGADT7 vector                                                                                                               | This study                 |
| pHS10216                            | Ap <sup>r</sup> , PCR fragment containing <i>slr1516</i> promoter cloned into pAbAi vector                                                                                                       | This study                 |
| pHS10214                            | Ap <sup>r</sup> , PCR fragment containing <i>slr1908</i> promoter cloned into pAbAi vector                                                                                                       | This study                 |
| pHS10358                            | Ap <sup>r</sup> Km <sup>r</sup> , PCR fragment containing <i>slr1908-His8</i>                                                                                                                    | This study                 |

|          |                                                                                                                                 |              |
|----------|---------------------------------------------------------------------------------------------------------------------------------|--------------|
|          | cloned into pMD18T vector, and a C.K2 cassette from pRL446 was inserted into the EcoRV site                                     |              |
| pHS10433 | Ap <sup>r</sup> , PCR fragment containing <i>slr0081</i> cloned into pMD18T vector                                              | This study   |
| pHS10464 | Ap <sup>r</sup> Km <sup>r</sup> , C.K2 cassette from pRL446 inserted into pHS10433 at the EcoRV site                            | This study   |
| pHS10750 | Ap <sup>r</sup> Sp <sup>r</sup> , PCR fragment containing <i>slr1516</i> inserted into pHS298 at the NdeI site                  | This study   |
| pHS10902 | Ap <sup>r</sup> , PCR fragment containing <i>slr0081</i> -Flag <sub>3</sub> cloned into pMD18T vector                           | This study   |
| pHS10925 | Ap <sup>r</sup> Km <sup>r</sup> , C.K2 cassette from pRL446 inserted into pHS10902 at the EcoRV site                            | This study   |
| pHS11035 | Ap <sup>r</sup> Sp <sup>r</sup> , PCR fragment containing <i>slr0081</i> inserted into pHS298 at the NdeI site                  | This study   |
| pHS13032 | Ap <sup>r</sup> , PCR fragment containing <i>sll1341</i> promoter cloned into pAbAi vector                                      | This study   |
| pHS13036 | Ap <sup>r</sup> , PCR fragment containing <i>slr1890</i> promoter cloned into pAbAi vector                                      | This study   |
| pHS14368 | Ap <sup>r</sup> , PCR fragment containing <i>slr2031</i> cloned into pMD18T vector                                              | This study   |
| pHS14370 | Ap <sup>r</sup> Km <sup>r</sup> , C.K2 cassette from pRL446 inserted into pHS14368 at the BamHI site                            | This study   |
| pHS14838 | Km <sup>r</sup> , PCR fragment containing <i>slr0081</i> cloned into pET41a vector                                              | This study   |
| pHS14866 | Ap <sup>r</sup> Sp <sup>r</sup> , PCR fragment containing <i>sll0337</i> <sup>T214N</sup> inserted into pHS298 at the NdeI site | This study   |
| pHS14939 | Ap <sup>r</sup> Km <sup>r</sup> , fragment containing <i>PpsbAII-slr1908</i> was inserted into pHS14370 at the MluI site        | This study   |
| pGADT7   | Ap <sup>r</sup> , yeast two-hybrid expression vector with ADH1 promoter and a fusion of GAL4 AD                                 | Clontech     |
| pRL446   | Km <sup>r</sup> , a cloning vector with a kanamycin resistance marker (C.K2)                                                    | <sup>3</sup> |

---

<sup>a</sup> Ap, ampicillin; Km, kanamycin; Sp, spectinomycin.

### Supplementary References

1. Qiu, G. W. *et al.* A unique porin mediates iron-selective transport through cyanobacterial outer membranes. *Environ. Microbiol.* **23**, 376–390 (2021).
2. Jiang, H. B. *et al.* Sll1263, a unique cation diffusion facilitator protein that promotes iron uptake in the cyanobacterium *Synechocystis* sp. Strain PCC 6803. *Plant Cell Physiol.* **53**, 1404–1417 (2012).
3. Elhai, J. & Wolk, C. A versatile class of positive-selection vectors based on the nonviability of palindrome-containing plasmids that allows cloning into long polylinkers. *Gene* **68**, 119–138 (1988).

# Supplementary material for: Phosphorus deficiency alleviates iron limitation in Synechocystis cyanobacteria through direct PhoB-mediated gene regulation
**Source:** Nat Commun. 2024 May 24;15:4426. doi: 10.1038/s41467-024-48847-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

**Supplementary Data 1:** List of the putative Pho regulons. Genes studied or discussed in this study are shown in bold red font.

**Supplementary Data 2:** The transcriptional responses of *Synechocystis* under different Fe and P availabilities.

**Supplementary Data 3:** List of the differentially expressed genes specific to –Fe–P.

# Supplementary material for: Phosphorus deficiency alleviates iron limitation in Synechocystis cyanobacteria through direct PhoB-mediated gene regulation
**Source:** Nat Commun. 2024 May 24;15:4426. doi: 10.1038/s41467-024-48847-4
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

## Data analysis

Flow cytometry data analysis: FlowJo\_v10.8.1  
 Cell size determination and immunoblotting quantification: ImageJ-win64  
 Statistical analyses: Origin 2021 software  
 ChIP-seq data analysis: Trimmomatic (version 0.36), Bwa (version 0.7.15), Samtools (version 1.3.1), MACS2 software (version 2.1.1.20160309)  
 Transcriptomic data analysis: Majorbio Cloud Platform (www.majorbio.com);  
 LC-MS/MS data analysis: Proteome Discoverer 2.1.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data supporting the findings of this work are available in the Supplementary Data and Source Data files. The transcriptomic data generated in this study have been deposited in NCBI SRA database under the accession code PRJNA1080180 [https://www.ncbi.nlm.nih.gov/bioproject/PRJNA1080180]. The ChIP-Seq data have been deposited in NCBI GEO database under the accession code GSE260812 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE260812]. The proteomics data have been deposited to the ProteomeXchange Consortium under accession code PXD050522 [https://www.ebi.ac.uk/pride/archive/projects/PXD050522/private]. TARA metagenomes and metatranscriptomes were analyzed using the Ocean Gene Atlas portal [https://tara-oceans.mio.osupytheas.fr/ocean-gene-atlas/], and the data generated in this study were provided in the Source Data file. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Not applicable for this study.

Reporting on race, ethnicity, or other socially relevant groupings

Not applicable for this study.

Population characteristics

Not applicable for this study.

Recruitment

Not applicable for this study.

Ethics oversight

Not applicable for this study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were determined based on the generation of convincing and compelling results. The sample size was not predetermined using statistical methods. Unless noted otherwise, all experiments were carried out with at least three independent biological replicates. Similar results were obtained from the replicates of each experimental analysis.

Data exclusions

No data were excluded from the analysis.

Replication

All experiments were repeated independently from 2 to 6 times, and the number of independent experiments or biological replicates is indicated in the figure legends.

Randomization

Samples were allocated randomly into experimental groups.

Blinding

The investigators were blinded to group allocation during data collection and analysis.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

## Antibodies

Antibodies used

Anti-Flag: Mouse antibody; Supplier name: Sigma; Product number: F1804; Lot number: SLBJ4607V; Dilution: 1:1000.  
 Anti-His: Mouse antibody; Supplier name: Proteintech; Catalog number: 66005-1-Ig; Lot number:10020245; Dilution: 1:1000.  
 Anti-D1: Rabbit antibody; Supplier name: PhytoAB; Catalog number: PHY5272S; Lot number:2725A5; Dilution: 1:1000.  
 Anti-PsaD: Rabbit antibody; from Guo-Zheng Dai et al., DOI: 10.1093/plcell/koad330, Dilution: 1:2000.  
 Alkaline Phosphatase-conjugated Goat Anti-Mouse IgG(H+L) antibody, Supplier name: Proteintech; Catalog number: SA00002-1; Lot number:20000425; Dilution: 1:2000.  
 Alkaline Phosphatase-conjugated Goat Anti-Rabbit IgG(H+L) antibody, Supplier name: Proteintech; Catalog number: SA00002-2; Lot number:20000815; Dilution: 1:2000.

Validation

The D1 antibody purchased from PhytoAB was validated by the company and our previous study (Guo-Zheng Dai et al., DOI: 10.1093/plcell/koad330). The PsaD antibody was confirmed by our previous study (Guo-Zheng Dai et al., DOI: 10.1093/plcell/koad330). The specific reorganization of Anti-Flag and Anti-His to tagged proteins was confirmed by us in this study and by the validation statements on manufacturer's website:https://www.sigmaaldrich.cn/CN/zh/product/sigma/f1804, https://www.ptgcn.com/products/His-Tag-Antibody-66005-1-Ig.htm.

## Plants

Seed stocks

Not applicable for this study.

Novel plant genotypes

Not applicable for this study.

Authentication

Not applicable for this study.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).  
☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE260812>

Files in database submission

Sample file:  
 IN\_PhoB\_Flag\_1\_1.fq.gz  
 IN\_PhoB\_Flag\_1\_2.fq.gz  
 IN\_PhoB\_Flag\_2\_1.fq.gz  
 IN\_PhoB\_Flag\_2\_2.fq.gz  
 IP\_PhoB\_Flag\_1\_1.fq.gz  
 IP\_PhoB\_Flag\_1\_2.fq.gz

IP\_Phob\_Flag\_2\_1.fq.gz  
 IP\_Phob\_Flag\_2\_2.fq.gz  
 Phob\_Flag.peak\_annotation.xls  
 IN\_Phob\_Flag\_1.tdf  
 IN\_Phob\_Flag\_2.tdf  
 IP\_Phob\_Flag\_1.tdf  
 IP\_Phob\_Flag\_2.tdf  
 IP\_Phob\_Flag\_1\_vs\_IN\_Phob\_Flag\_1\_peaks.xls.bed  
 IP\_Phob\_Flag\_2\_vs\_IN\_Phob\_Flag\_2\_peaks.xls.bed  
 seq\_template.xlsx  
 IN\_Phob\_Flag\_1\_1.fq.gz.MD5  
 IN\_Phob\_Flag\_1\_2.fq.gz.MD5  
 IN\_Phob\_Flag\_2\_1.fq.gz.MD5  
 IN\_Phob\_Flag\_2\_2.fq.gz.MD5  
 IP\_Phob\_Flag\_1\_1.fq.gz.MD5  
 IP\_Phob\_Flag\_1\_2.fq.gz.MD5  
 IP\_Phob\_Flag\_2\_1.fq.gz.MD5  
 IP\_Phob\_Flag\_2\_2.fq.gz.MD5  
 Phob\_Flag.peak\_annotation.xls.MD5

Genome browser session  
(e.g. [UCSC](#))

None

## Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

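The samples were 2 biological replicates of PhoB-FLAG3 ChIP, taken from *Synechocystis* cultures of the *phoB*-FLAG_3_ strain and each compared by the authors with its own input library. A further 2 samples of the series carry wild-type titles together with the source name of the *phoB*-FLAG_3_ strain. Whether they are input or wild-type libraries is not given in the sources used here, and no value of theirs was used.

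According to the Reporting Summary, the authors filtered low-quality reads with Trimmomatic 0.36, mapped the reads with BWA 0.7.15, removed potential PCR duplicates with Samtools 1.3.1 and called peaks with MACS2 2.1.1.20160309 at its default parameters, with a q-value threshold of 0.05. The genome build is not given in the sources used here, and the sequence names in the files are those of the GenBank chromosome and 4 plasmids. The deposited list of each replicate gives peak positions and a value that was taken as the height of the fragment signal (the pileup) at the peak, because the values of the 2 replicates summed to nearly the pileup of the annotated list. This signal was not scaled by the authors to depth or input. The deposited annotated list gives the summit, the pileup signal, the fold enrichment (a ratio to the background that MACS2 estimates from the input), −log10 of the p-value and −log10 of the q-value as the authors' peak caller wrote them, and the genes the authors assigned to each peak with an annotation tool that is not given in the sources used here. The fold enrichment and q-values exist only for this annotated list and were treated as those of pooled replicates, so they have no replicate error.

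From these files, the numbers, widths and overlaps of peaks, correlations and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9. Start positions were converted to count from 1. A peak was called shared when it overlapped a peak of the other replicate by at least 1 bp, and chance overlap came from 10000 random rotations of the replicate 2 peaks on each sequence, one-sided. Correlations and differences of medians were tested with 100000 permutations, two-sided, and medians of gene sets against 10000 random sets. Benjamini-Hochberg adjustment was applied over families of 3 relations. Intervals of shares are exact (Clopper-Pearson) at the 95% level and cover counting error only. The tests were checked on simulated data. With no overlap planted, 7% of 100 simulated pairs of 1018 peaks gave p under 0.05 in the rotation test. All 400 planted peaks were found, but they were copied from the list they were compared with. This checks the count and not the power of the test. With no relation planted, 5% of 200 simulated correlations over 60 genes gave p under 0.05. So did 4.5% of 200 simulated differences of medians over 92 genes and 4% of 200 random sets in the test of set medians. Those sets were drawn from peaks, whereas the test itself draws genes, some of which share a peak.

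The comparisons and their alternatives were fixed before the data were examined, on the assumption that each replicate list would hold fold enrichment, q-values and summits. Since the replicate lists hold heights only, the replicates were compared by height, and a stricter q-value (0.001) or a fold enrichment of at least 2 was applied to a replicate by keeping its peaks that contain a summit of the annotated list passing that criterion. A result without replicate 1 or without replicate 2 uses the annotated summits inside a peak of the other replicate, or the heights of that replicate. The planned placement of the putative PhoB binding sites in peaks, their distance to summits, the motif search at summits and the rotation of summits against genes need the genome sequence or full annotation of this build and were not run. The position of a shared site was derived only for divergent genes whose listed distances and a gene coordinate fix it. The TPM values of genes nearest to peaks over 5-fold were compared with the median of all nearest genes, and the highest TPM among the genes a peak labels with its median over all peaks, by two-sided binomial tests. The share of summits outside genes was taken from the coding labels.

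Genes named in the text follow a rule fixed at the same time, when the values of Supplementary Data 1 had been seen. It covers every gene that the paper names together with PhoB, every gene of Supplementary Data 1 with a fold enrichment of at least 3 there, and the genes nearest the 10 peaks of highest fold enrichment, here taken from the annotated list among summits inside peaks of both replicates. Gene symbols in the annotated list were paired with identifiers only where Supplementary Data 1 gives both. TPM values of P-deficient cultures were those the authors give in Supplementary Data 2, of which the first 1819 of 3552 genes, in order of name, could be used here; log2(TPM + 1) was used for Pearson's r. Transcript changes on the log2 scale and FIMO p-values are the paper's, from Supplementary Data 1. The precipitated libraries held 27884956 and 26745232 mapped reads, and the depth behind single peaks is their height.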

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

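All tests in this part were chosen after the result was seen.

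The Reporting Summary counts peaks over 5-fold without naming them. Of the 24 peaks over 5-fold in the annotated list, 22 list no gene of Supplementary Data 1. Such a gene was listed at 8.33% of peaks over 5-fold, 6.87% of those of 2-fold to 5-fold and 6.00% of those under 2-fold. The lack of such genes is therefore not particular to the highest peaks. The highest fold enrichment in the list, 14.4, belongs to a peak at a gene that the paper's text does not name. That peak extended from 2079876 to 2082847 on the chromosome, with its summit at 2080820, 65 bp upstream of *slr0442*, and heights of 6178 in replicate 1 and 3211 in replicate 2. The next peaks by fold enrichment had *sll1693* (11.1-fold), the phycocyanin gene *cpcA* (10.7-fold) and, on a plasmid, *ssl6035* (10.4-fold) as nearest genes. They were followed by *sll5107* (8.42-fold) and *slr5056* (7.62-fold) on another plasmid, *slr0355* (7.92-fold), *slr1840* (7.44-fold), *slr6033* (7.37-fold) and *slr0915* (7.22-fold). Nearest genes are those the authors' list gives for the middle of the peak.

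Plasmid copy number as the source of these 22 peaks is argued against by their position, since 17 of them are on the chromosome. For the 5 on plasmids it is argued against by the background that height and fold enrichment imply, if that background follows the input, as it does when peaks are called over the input. The background was within 0.1% of the lowest in the list at 4 of them and 1.29 times the lowest at the other, *slr5056*, while their fold enrichment was 6.05 or more. The 51 peaks on the same 2 plasmids had a median of 1.68-fold and went down to 1.14-fold. A signal of 1 replicate alone is argued against too. At each of the 22 summits, the peak of either replicate was higher than at least 92.3% of the peaks of that replicate. The replicates did not contribute equally, since the ratio of heights (replicate 1 to replicate 2) exceeded 1.93, the 95th percentile of all pairs, at 5 of the 22 peaks. It was 2.28 to 2.95 at the plasmid peaks of *sll5107*, *ssl6035*, *slr6033* and *ssr5106*, and 2.02 at that of *ahcY*. Whether these would exceed 5-fold in replicate 2 is not known. The imbalance also went the other way. At the peaks of *rrn16Sb*, *slr0355*, *sll1693*, *ssr2227*, *slr0915* and *slr5056* the ratio was 0.659 to 1.01, below 1.05, the 5th percentile of all pairs. Whether the latter peaks would exceed 5-fold in replicate 1 is not known either, and the cause was not tested.

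Whether recovery of highly transcribed regions, which can precipitate without specific binding, accounts for these peaks is not decided. Across 597 nearest genes with a TPM value in the usable part of Supplementary Data 2, fold enrichment rose with the TPM of P-deficient cultures (Spearman's rho 0.270, Pearson's r 0.260 on the log2 scale, two-sided permutation p = 1e-05 for both, the smallest that 100000 permutations can give). Genes are not independent replicates, the relation covers all peaks, and binding of PhoB at strongly expressed genes would give it as well. At the 22 peaks, 8 nearest genes had a TPM value, of which 4 were above the median of the 597 genes (42.1) and 4 were not (two-sided binomial p = 1). The nearest gene is taken at the middle of a peak and can carry no label there, as *sll1693* does. By the highest TPM among the genes that a peak labels, 10 of the 16 peaks with a value were above the median of all peaks (61.8) and 6 were not (two-sided binomial p = 0.454). The paper's values reached 5743 for *cpcA* and 1653 for *apcA*, a gene labelled at the *sll1950* peak, against 1.67 for *recN*, the only labelled gene with a value at the *slr0442* peak. Of the 22 peaks, 2 carry promoter labels of ribosomal RNA genes, for which no TPM was used. These are *rrn16Sa* at the *slr0355* peak, which had no value, and *rrn16Sb* at the peak nearest to it. The *rrn16Sb* peak is already among the 10, by the TPM of another labelled gene (87.8). Of these genes, *ssr5106*, *ssr2227*, *ahcY*, *apcA*, *sll1950*, *recN*, *rrn16Sa* and *rrn16Sb* lie outside the naming rule and were chosen after their values were seen. The values go both ways, so the question stays open for the set. No library of an untagged strain was analysed here, so nonspecific precipitation and PhoB binding outside the predicted regulon both stay open. With a single growth condition, no biological explanation was tested.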

How the results depend on the processing

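No paired analysis was possible because the input libraries paired with the 2 precipitated libraries enter the files used here only through the authors' peak calls, and the replicates form a single group. Alternatives marked here as added were chosen after the data were examined; the others were set before.

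The numbers of peaks stayed within 1.5 times under the stricter q-value. Keeping only peaks of at least 2-fold left 314 peaks of replicate 1 and 315 of replicate 2, and reduced the genes of Supplementary Data 1 with a listed peak from 60 to 23. The other alternatives gave 43 to 59 genes, all within 1.5 times of 60. Of these, the stricter q-value was set before, and promoter labels alone, summits inside peaks of both replicates (43 genes) and leaving out replicate 1 or replicate 2 were added. The overlap of the replicates (58.2 to 100%) and the correlation of their heights (rho 0.745 to 0.875) stayed past their thresholds under all 4 alternatives, but the stricter settings select both lists through the same annotated summits, which raises the overlap by construction.

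The share of summits without a coding label was 51.8% and rose to 66.3% for peaks of at least 2-fold. It was 45.0% to 51.0% when either replicate was left out, with the lower value without replicate 2, where summits found in replicate 1 alone enter. The cause was not tested.

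The rank relation of fold enrichment to the FIMO p-value (rho 0.146) was 0.0603 to 0.0738 when either replicate was left out and 0.158 with the printed fold enrichment, not past its threshold in any. The relation of fold enrichment to the paper's transcript changes was near 0 and not past its threshold under any setting, so its sign carries no information. With Fe, rho was 0.0720, against -0.161 to -0.0339 when either replicate was left out and -0.0840 with the fold enrichment printed in Supplementary Data 1. Without Fe it was -0.0143, against -0.0518 to 0.0204 when either replicate was left out and -0.113 with the printed fold enrichment. All of these settings differ by their sites, 42 in the main setting, 47 without replicate 1, 49 without replicate 2 and 58 with the printed fold enrichment. The printed values themselves equal the highest of each gene in the list. The median fold enrichment of the genes of Supplementary Data 1 (1.73) lay just below that of all listed genes (1.74), and slightly above that of the genes listed under the same setting in the added alternatives, at 1.80 against 1.72 with promoter labels alone, 2.82 against 2.79 among peaks of at least 2-fold, 1.924 against 1.920 without replicate 1 and 1.87 against 1.79 without replicate 2. None of these differences passed the test of random sets (two-sided permutation p from 0.563 to 1.00). The cause was not tested.

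Of the 48 alternatives set before, 26 were not run. They concern the placement of sites in peaks, their distance to summits, the motif search at summits, the assignment of genes by site or by the 500 bp upstream of the start codon, and the number of peaks over 5-fold by replicate or without a replicate, since the replicate lists give no fold enrichment. The 500 bp rule was answered in part with annotated summits, since 18 of the 28 genes of Supplementary Data 1 whose coordinates the list gives had a summit within 500 bp upstream. The list gives coordinates only for genes nearest to a peak, so these 28 do not stand for all 92 genes. What depth limits could not be examined beyond peak heights, since no read counts outside peaks were analysed here.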

Differences from the paper's values

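None of the values set beside the paper's differed by more than 1.5 times under the main settings. The number of genes with a listed peak equalled the paper's 60, and the number of peaks over 5-fold equalled the 24 of the Reporting Summary. Under the alternatives set before the data were examined, 59 genes were left with a stricter q-value and 23 with peaks of at least 2-fold only, the last of which falls outside 1.5 times the paper's number.

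The paper states that its ChIP-seq data, for which it cites Supplementary Data 1, showed no interaction of PhoB with an Fe storage gene. It reports the same for a Y1H experiment on the promoters of *bfrA* and *bfrB*. The annotated list gives promoter labels to both genes that Supplementary Data 2 describes as bacterioferritin, *bfr* at a peak enriched 4.29-fold and *bfr-2* at a peak enriched 1.66-fold, each with its summit inside peaks of both replicates. The summit for *bfr* was 1026 bp upstream of the gene start, nearest to *fabF*. The gene nearest the *bfr-2* peak was *sll1340*, and the distance from the summit to *bfr-2* is not known. A promoter label needs only a summit within 2000 bp upstream and was given to 2169 genes. These labels therefore do not show binding at either promoter. Neither *bfr* nor *bfr-2* is in Supplementary Data 1, which is the table the statement on ChIP-seq cites.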

Other observations

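The relations of fold enrichment to the motif match and to transcript changes were planned in advance with Spearman's rho alone. Pearson's r for these relations was not part of the plan. The other tests in this part were chosen after the results were seen.

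The share of Supplementary Data 1 genes with a promoter label, 57.6%, had an exact 95% confidence interval of 46.9 to 67.9%. A candidate explanation for a share of this size is the reach of the label. The summits are so dense that 51.2% of all positions on the chromosome have a summit within 2000 bp on a given side, a share that lies inside this interval. The listing of a gene may say little about binding at its own promoter unless the distance to the summit is considered as well. A test of the sites themselves was not run.

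Genes of Supplementary Data 1 with a stronger motif match or a larger induction were not listed more often. The median −log10 FIMO p-value was 4.15 for the 60 listed genes and 4.24 for the 32 others (difference -0.0933, two-sided permutation p = 0.542). The paper's median log2 fold changes under P deficiency were 0.96 and 1.03 with Fe (difference -0.073, p = 0.655) and 0.57 and 0.75 without Fe (difference -0.18, p = 0.221). All 3 adjusted p-values (Benjamini-Hochberg) were 0.655. These differences are too small for the tests to decide, so a weak preference in either direction stays open. Of the 10 genes with the largest log2 fold change with Fe, 4 were listed. The gene with the largest, *slr1247* (*pstS*, 8.08 in the paper), was listed at no peak. A 2.04-fold peak from 1390656 to 1391084 carried a coding label for *pstC* and promoter labels for *pstA* and *pstB*, genes that were named after their values were seen.

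Across the 42 distinct sites with a listed peak in both replicates, fold enrichment was not related by rank to the FIMO p-value (Spearman's rho of log2 fold enrichment and −log10 p, 0.146, two-sided permutation p = 0.354) or to the paper's transcript change with Fe (rho 0.0720, p = 0.649) or without Fe (rho -0.0143, p = 0.928; adjusted p = 0.928 for all 3). Pearson's r with the FIMO p-value was 0.426 (p = 0.00536, adjusted p = 0.0161 over the 3 relations). It was 0.330 without replicate 1 (two-sided permutation p = 0.0237, adjusted 0.0710), 0.290 without replicate 2 (p = 0.0407, adjusted 0.122) and 0.293 with the fold enrichment printed in Supplementary Data 1 (p = 0.0249, adjusted 0.0748). Without the 2 sites whose FIMO p-values lay farthest from the median, a check chosen after the values were seen, r was 0.206 (two-sided permutation p = 0.202), and under these 3 settings 0.421 (p = 0.0061), 0.0502 (p = 0.738) and 0.327 (p = 0.0136). Whether the motif match is related to fold enrichment therefore depends on the setting and on the measure of correlation. The r values for transcript changes were 0.0623 with Fe and -0.00462 without Fe. These relations run across genes, which are not independent replicates.

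Fold enrichment in the annotated list rose with expression. The median was 1.52 among nearest genes in the lowest quartile of TPM and 1.96 in the highest quartile (rho 0.270 across 597 of the 1104 nearest genes, those in the usable part of Supplementary Data 2). This is consistent with recovery of highly transcribed regions, but PhoB binding near expressed genes would also give it, and nothing analysed here separates these explanations.

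The background implied by the height and fold enrichment of each peak, (height + 1)/fold − 1, lay within 0.1% of its lowest value, 617 fragments, for 790 of the 1182 peaks (66.8%). For these peaks fold enrichment is the peak height divided by a constant. On plasmids, 7 of 92 peaks were at this value, and the median background was 855 fragments.

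Peaks were 1.49 times as high in replicate 1 as in replicate 2 at the median of 792 pairs, against 1.04 times the mapped reads. The reads left after removal of duplicates are not given in the sources used here, and no explanation was tested.

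The paper reports no putative PhoB binding site in the promoter of *katG* and does not discuss ChIP-seq there. It also reports qRT-PCR in a strain with an activated Pho regulon. There *katG* transcripts were like those of the wild type, while every PhoB target examined was raised. From both results the paper proposes that *katG* is regulated without PhoB. The list gives *katG* (1544714 to 1546978, reverse strand) a promoter peak from 1546609 to 1547464 with its summit 14 bp upstream of the gene start, enriched 2.01-fold and higher than 73.9% of the peaks, with heights of 838 in replicate 1 and 445 in replicate 2. It also carried a coding label at a 1.95-fold peak and a promoter label at a 1.86-fold peak with its summit 1863 bp upstream. Among regulatory genes, *phoB* itself (*slr0081*) had a 1.32-fold promoter peak with its summit 205 bp upstream, and *slr0947* a 1.90-fold promoter peak with its summit 5 bp upstream and a 1.33-fold one with its summit 1871 bp upstream, in replicate 1 only. The gene listed as *sphS* had a 2.18-fold peak with its summit inside the gene, and a promoter label at a 1.59-fold peak from 2373210 to 2374267, whose summit was 1667 bp upstream and lay inside a peak of replicate 1 only. *nucH* had coding labels alone, at peaks of 1.32-fold and 1.27-fold found in replicate 1 only, and *sll0654* a 1.65-fold promoter peak. Among the genes of Supplementary Data 1 with at least 3-fold enrichment, *slr1974* and *sll1885* shared a peak of 3.07-fold. The site given for both, CTTAAATTAAAGTTAATGCGTATTTGAAAG, lies from 1788412 to 1788441 if the region examined runs between their start codons, 10 bp from the summit at 1788402. The summit assigned to *slr0907* (3.52-fold) was 1920 bp from its start and nearest to *psbB*. *sll1825* had a 4.19-fold peak nearest to *purA*, and *slr5073*, on a plasmid, a 3.93-fold peak nearest to *ssl5070*.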
